# RNA-seq transcriptome analysis of breast cancer cell lines under shikonin treatment

**DOI:** 10.1038/s41598-018-21065-x

**Published:** 2018-02-08

**Authors:** Kuo-Hua Lin, Ming-Yii Huang, Wei-Chung Cheng, Shu-Chi Wang, Shih-Hua Fang, Hung-Pin Tu, Chia-Cheng Su, Yung-Li Hung, Po-Len Liu, Chi-Shuo Chen, Yu-Ting Wang, Chia-Yang Li

## Abstract

Shikonin is a naphthoquinone isolated from the dried root of *Lithospermum erythrorhizon*, an herb used in Chinese medicine. Although several studies have indicated that shikonin exhibits antitumor activity in breast cancer, the mechanism of action remains unclear. In the present study, we performed transcriptome analysis using RNA-seq and explored the mechanism of action of shikonin in regulating the growth of different types of breast cancer cells. The IC_50_ of shikonin on MCF-7, SKBR-3 and MDA-MB-231 cells were 10.3 μΜ, 15.0 μΜ, 15.0 μΜ respectively. Our results also demonstrated that shikonin arrests the progression of cell cycle and induces apoptosis in MDA-MB-231 cells. Using RNA-seq transcriptome analysis, we found 38 common genes that significantly express in different types of breast cancer cells under shikonin treatment. In particular, our results indicated that shikonin induces the expression of dual specificity phosphatase (DUSP)-1 and DUSP2 in both RNA and protein levels. In addition, shikonin also inhibits the phosphorylation of JNK and p38, the downstream signaling molecules of DUSP1 and DUSP2. Therefore, our results suggest that shikonin induces the expression of DUSP1 and DUSP2 which consequently switches off JNK and p38 MAPK pathways and causes cell cycle arrest and apoptosis in breast cancer cells.

## Introduction

Breast cancer is one of the most common cancers and the second leading cause of cancer death among women in the United States^1^. One in eight women will be diagnosed with breast cancer in her lifetime. Approximately 70% of breast cancer patients are inoperable because of advanced tumor growth or bone metastasis^2^. Therefore, new strategies for the treatment of breast cancer are necessary. Many agents extracted from Traditional Chinese medicine (TCM) have been shown to possess anticancer activities and can be considered as alternative treatments for breast cancer^3^.

Shikonin, a naphthoquinone isolated from the Chinese herbal plant *Lithospermum erythrorhizon*, has been used to treat a variety of inflammatory and infectious diseases^4^. Several biological and pharmacological actions of shikonin have been reported, including anti-inflammatory^5^, antibacterial^6^, antiviral^7^, and antioxidant^8^ activities. In particular, shikonin has been shown to exert anticancer properties via different mechanisms on various neoplastic cells such as inducing cellular apoptosis through mitochondria-mediated pathway in human prostate cancer cells^9^, leukemia cells^10^ and gastric cancer cells^11^, inhibiting migration and metastasis in human prostate cancer cells^12^, breast cancer cells^13^ and lung cancer cells^14^, attenuating angiogenesis in murine melanoma^15^ and lung carcinoma^16^.

Transcriptome analysis associated with bioinformatics data mining tools provides an opportunity to simultaneously analyze a large number of genes/targets and identify the mechanisms of action after treatments. RNA-seq has many advantages over microarray due to it being free from the probe-specific hybridization of microarrays and has expansive coverage, allowing the unbiased detection of both coding and noncoding novel transcripts as well as low-abundance transcripts^17^.

Several breast cancer cell lines used in biological studies have been classified based on the following measures: histological type, tumour grade, lymph node status and the presence of predictive markers such as estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2)^18^. Yet, some studies have provided intriguing insights into anti-breast cancer activity of shikonin^13,19–22^. Hou *et al*. indicated that shikonin inhibits cell proliferation and induces apoptosis in MCF-7 cells (Luminal A; ER^+^, PR^+/−^, HER2^−^)^20^. Zhang *et al*. demonstrated that shikonin attenuates the proliferation of both MCF-7 cells (Luminal A; ER^+^, PR^+/−^, HER2^−^) and SK-BR-3 cells (HER2; ER^−^, PR^−^, HER2^+^)^21^. In addition, Li *et al*. indicated that shikonin exhibits the cytotoxic effect in MDA-MB-231 cells (Claudin-low; ER^−^, PR^−^, HER2^−^)^22^. Although shikonin has been demonstrated as inhibiting the proliferation in different types of breast cancer cells, the mechanism of action has not been investigated. Herein, the aim of this study is to examine the mechanism of action of shikonin in regulating the growth of different types of breast cancer cells using the RNA-seq approach.

## Results

### Shikonin inhibits the growth of human breast cancer cells

To examine whether shikonin affects the growth of human breast cancer cells, different types of human breast cancer cell lines, MCF-7, SK-BR-3 and MDA-MB-231 were treated with shikonin for 24 hr. The cell viability was analyzed by MTT assay. As shown in Fig. 1, shikonin revealed significant cytotoxic effects in different types of human breast cancer cells in a dose-dependent manner. The IC_50_ of shikonin at 24 hr on MCF-7, SKBR-3 and MDA-MB-231 cells were 10.3 μΜ, 15.0 μΜ, 15.0 μΜ respectively (Fig. 1 A–C). In addition, we also examined whether shikonin affects the growth of human mammary epithelial cells, M10 cells. Our results indicated that human mammary epithelial cells were more resistant to shikonin-induced cytotoxicity compared to human breast cancer cells (Fig. 1D).

**Figure 1:**
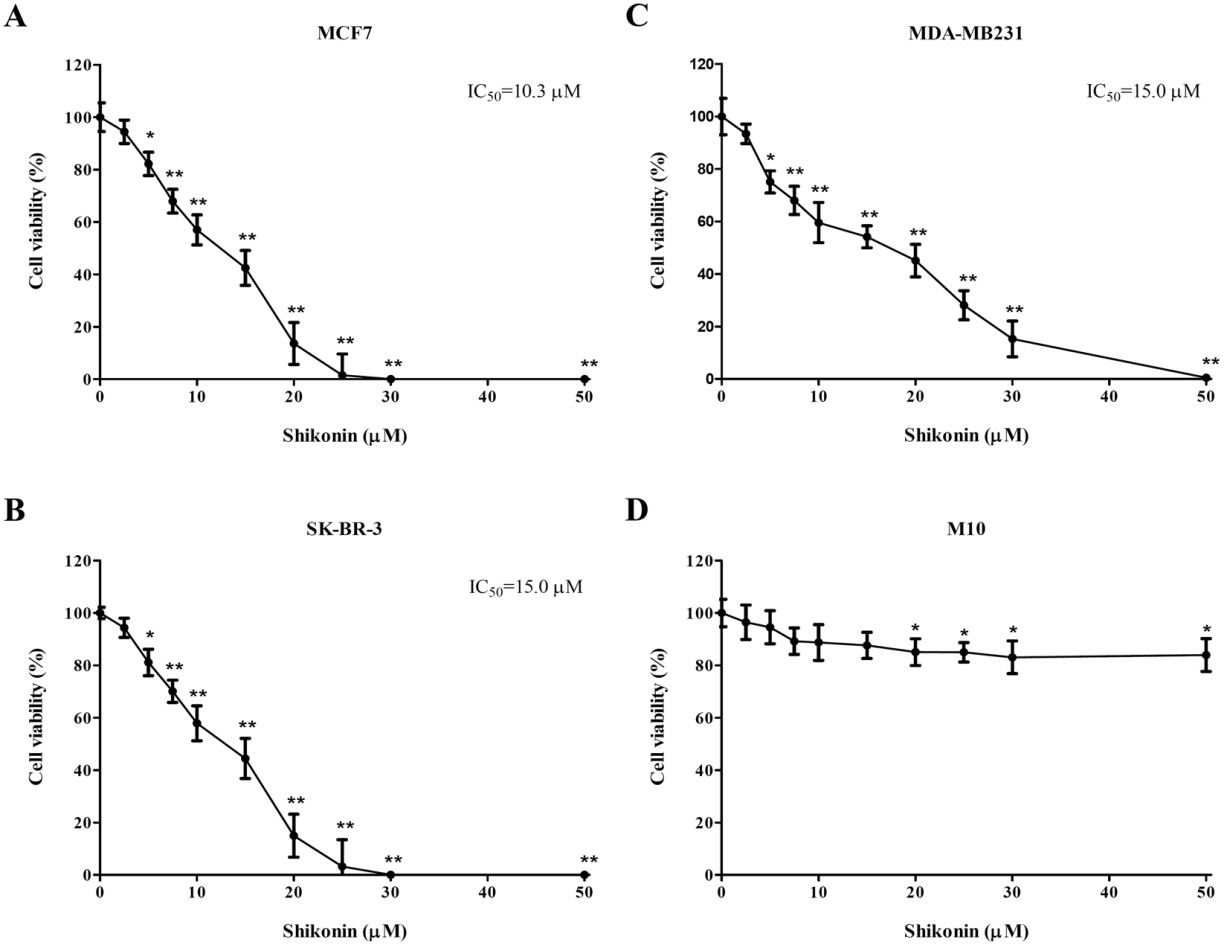
Effect of shikonin on the cell viability in breast cancer cell lines. Different breast cancer cells. (**A**) MCF-7, (**B**) SK-BR-3, (**C**) MDA-MB231, and (**D**) human mammary epithelial cells, M10, were incubated with different concentrations of shikonin (0–50 μM) for 24 h. The cell viability was determined by the MTT assay. Data points represent the mean ± SD of three independent experiments. IC_50_ values were calculated by GraphPad Prism 4.0 software using a sigmoidal curve fit based on nonlinear regression. Statistical significance was assessed by one-way ANOVA followed by Tukey post-hoc test and represented as follows: *P < 0.05 and **P < 0.01 vs. shikonin 0 μM (DMSO control).

### Shikonin arrests the progression of cell cycle and induces apoptosis in human breast cancer cells

To investigate the mechanisms underlying shikonin-induced inhibition of cell growth, changes in cell cycle progression of human breast cancer cells were determined after shikonin treatment using flow cytometry. As shown in Fig. 2A,B, cells in sub-G1 phase were increased under shikonin treatment in a dose-dependent manner. These results suggest that shikonin inhibited cellular proliferation of human breast cancer cell lines, MCF-7, SKBR-3 and MDA-MB-231 via arrested G1 phase of the cell cycle. Moreover, we also performed Annexin V/PI apoptosis assay. Our results showed that shikonin induced apoptosis in MDA-MB-231 cells (Fig. 2C).

**Figure 2:**
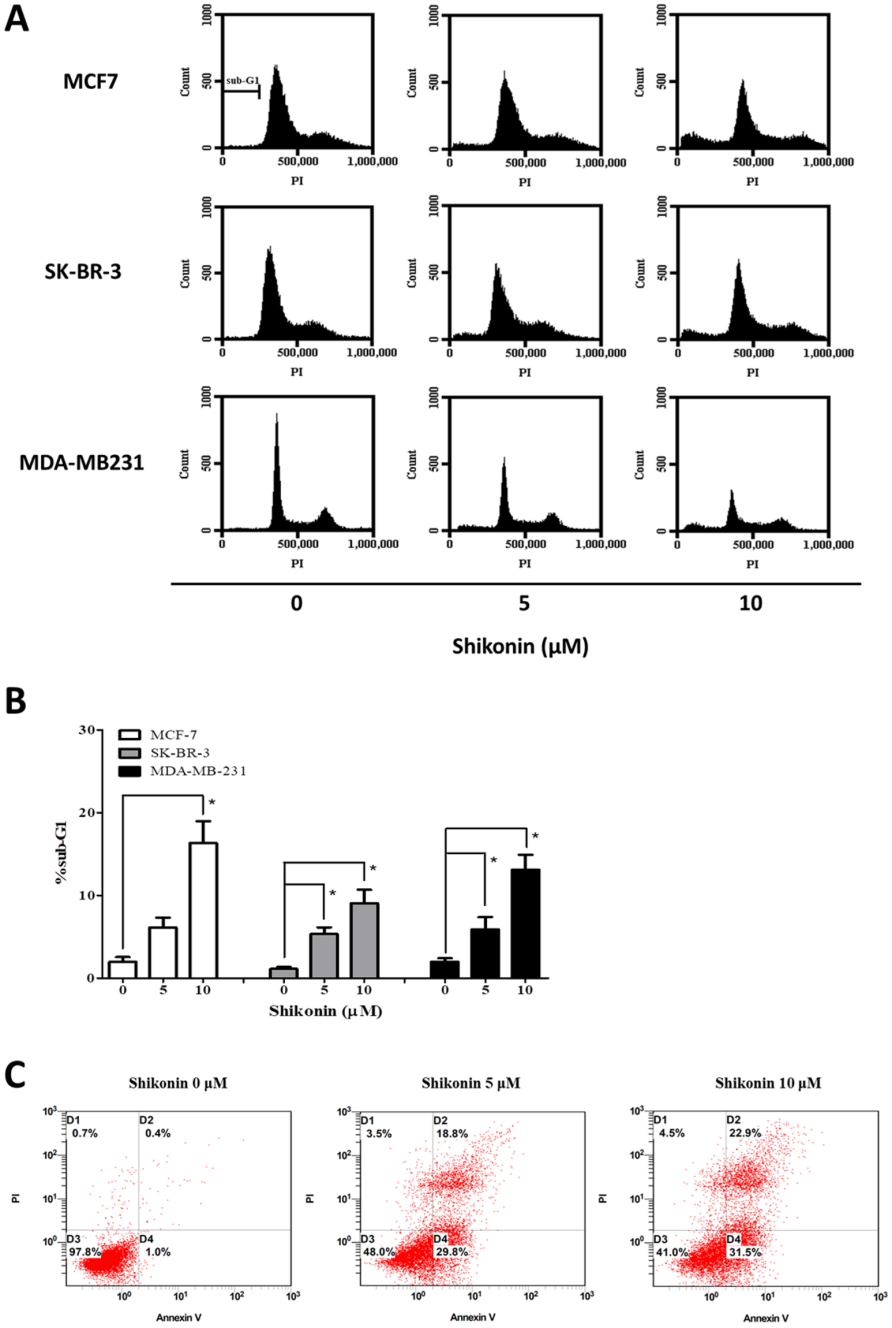
Effect of shikonin on the cell cycle progression and apoptosis in breast cancer cell lines. (**A**) Different breast cancer cells, MCF-7, SK-BR-3 and MDA-MB231, were incubated with different concentrations of shikonin (0–10 μM) for 24 h. Representative cell cycle distribution of each cell type was analyzed by flow cytometry. (**B**) Percentage of sub-G1 in different breast cancer cells under shikonin treatment was assessed by Student’s t-test. The statistical significance of the difference between two experimental measurements was represented as follows: *P < 0.05 vs. shikonin 0 μM (DMSO control). (**C**) MDA-MB231 cells were treated with different concentrations of shikonin (0–10 μM) for 24 h. Cells were collected, stained with Annexin V and PI, and analyzed by flow cytometry. Data are representative of at least three independent experiments with similar results.

### RNA-seq transcriptome analysis of different human breast cancer cell lines under shikonin treatment

To study the gene expression profiling of human breast cancer cells under shikonin treatment, different human breast cancer cell lines, MCF-7, SK-BR-3 and MDA-MB-231 were treated with 10 μΜ shikonin for 6 hr. 

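RNA-seq compared untreated cells (0 μM) with cells given 10 μM shikonin, a naphthoquinone from the root of Lithospermum erythrorhizon, for 6 h. The paper's methods state that shikonin was dissolved in DMSO and that treatments were brought to equal DMSO. Untreated here means without shikonin. MCF-7 is a luminal line positive for the estrogen receptor, SK-BR-3 is a line positive for HER2, and MDA-MB-231 is a claudin-low line negative for both receptors. Each line gave 1 untreated and 1 treated library, 6 libraries in all, so that no condition was replicated within a line and the spread between cultures of a line is unknown. According to the paper's methods, libraries were made with the Illumina TruSeq RNA kit, which selects polyadenylated RNA, and sequenced as 150-bp paired-end reads to more than 2e7 reads per sample. Reads were aligned with TopHat 2.0.13 and assembled with Cufflinks 2.2.1 on Ensembl v75 annotations. The methods name GRCh37 as the reference and the submitters' processing notes name GRCh38. Gene positions given here are those of GRCh37. The deposited values are FPKM (fragments mapped, scaled by exon length and by the total of the library) for 26752 entries under 26240 gene names, and a name with more than 1 entry was read from the entry with the highest mean FPKM. The deposited table holds no read counts, so the number of reads behind a value is not known and no counting interval can be given. The FPKM summed to 569353.8 in untreated and 600288.1 in treated MCF-7, to 492051.6 and 509237.0 in the libraries labelled SK-BR-3, and to 498890.4 and 531984.3 in MDA-MB-231. Genes at an FPKM of at least 1 numbered 11829 and 11966, 11926 and 12055, and 11401 and 11443 in the same order. Across 11355 genes, Pearson's r of log2(FPKM + 1) between the untreated and treated libraries was 0.970 in MCF-7, 0.954 in SK-BR-3 and 0.973 in MDA-MB-231, and 0.710 to 0.787 between libraries of different lines (genes are not independent replicates). ERBB2, which encodes HER2, was at 15.5 FPKM in untreated MCF-7, 11.3 in the untreated library labelled SK-BR-3 and 11.9 in untreated MDA-MB-231. The library labelled SK-BR-3 thus held no more ERBB2 than the other lines, although the paper describes SK-BR-3 as HER2-positive. The identity of that culture stays open, and results for it are given under its label. Within a line, a gene was compared by log2 of treated over untreated FPKM, without a pseudocount, where its FPKM was at least 1 in at least 1 of the 2 libraries, and no test can be made. Over the 3 lines, limma tested the treatment on log2(FPKM + 1) with cell line as a block, for the 11355 genes at an FPKM of at least 1 in at least 3 libraries, at a Benjamini-Hochberg adjusted p under 0.05. That test takes the 3 lines as replicates (n = 3). Its standard errors are moderated: limma draws the variance of each gene toward that of genes of like expression. They can be smaller than a gene's own spread between lines would give.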

The gene expression profiling was performed using RNA-seq. As shown in Fig. 3A, numbers of significantly differentially expressed (SDE) genes (>2-fold change) in different human breast cancer cell lines under shikonin treatment were identified. 

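With shikonin, 738 genes were more than 2-fold higher and 459 more than 2-fold lower in MCF-7, 1015 higher and 571 lower in the libraries labelled SK-BR-3, and 534 higher and 461 lower in MDA-MB-231. Increases were ranked by log2((FPKM + 1) ratio) among genes at an FPKM of at least 5 in at least 1 of the 2 libraries. In that ranking, the inducible chaperone genes HSPA6 and HSPA1A were among the 8 largest increases of every line. The heme oxygenase gene HMOX1 was among those of MCF-7 and SK-BR-3. GNB1 and MKI67 in the libraries labelled SK-BR-3 and the non-coding RNA PVT1 in MDA-MB-231 were also among them. GNB1 and MKI67 were listed at 0 in the untreated library beside 184 and 32.3 FPKM in the treated one. Each thus rests on a single value of 0, and no induction is inferred from it. PVT1 went from 0.0169 to 18.9 FPKM, a ratio that rests on a single untreated value near 0, and no induction is inferred from it either. In MCF-7, FOSL1, a subunit of the AP-1 transcription factor, went from 0.981 to 21.7 FPKM, while SKP2, the F-box protein that targets p27 for degradation, went from 16.7 to 4.54 FPKM and the WNT inhibitor DKK1 had a log2 ratio of -2.07. In the libraries labelled SK-BR-3, the HSP40 co-chaperone DNAJB1 went from 83.5 to 2182 FPKM and the chemokine CCL20 from 10.5 to 1.14 FPKM. In MDA-MB-231, the immediate early transcription factors EGR1 and FOSB went from 4.12 to 148 FPKM and from 0.894 to 39.4 FPKM. The totals were 1197 of 12356 genes compared in MCF-7, 1586 of 12470 in the libraries labelled SK-BR-3 and 995 of 11830 in MDA-MB-231. They include 135, 184 and 131 genes listed at 0 in 1 of the 2 libraries, which have no fold. Chaperones and other heat shock genes had a median log2((FPKM + 1) ratio) of 1.06, 1.49 and 0.68 in the 3 lines in this order, above each of 10000 random lists of the same size and expression. Immediate early genes had medians of 0.96, 1.28 and 1.29, also above every random list. Both lists were written after the paper's Table 1 had been seen. They hold 8 heat shock and 9 immediate early genes that the study chose for their change in these same libraries. These ranks are therefore not independent evidence. Without replicates, none of these differences has a test. With an FPKM of at least 5 in 1 of the 2 libraries in place of 1, the totals were 400, 705 and 316. After rescaling each library to the same sum (TPM), 465 of the same genes were more than 2-fold higher and 557 lower in MDA-MB-231.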

The results of Venn diagrams analysis showed 38 SDE genes (termed as common genes), which were expressed in different types of breast cancer cells under shikonin treatment (Fig. 3A). 

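Of the genes compared in all 3 lines, 92 of 9822 passed the 2-fold threshold in each, 60 of them higher in every line, 8 lower in every line and 24 in directions that differed between lines. Of the 92, 28 were listed at 0 in a library of at least 1 line and have no fold there. With an FPKM of at least 1 in both libraries of each line, 34 genes were common. All 38 genes of the paper's Table 1 are among the 92. PPP1R15A, which directs the dephosphorylation of the translation factor eIF2α, had log2 ratios of 2.85 in MCF-7, 2.89 in the libraries labelled SK-BR-3 and 2.06 in MDA-MB-231. The co-chaperone gene BAG3 had log2 ratios of 1.90, 3.69 and 1.34, the kinase gene PIM1 1.44, 2.01 and 1.10, and SNAI1, a repressor of E-cadherin, 2.64, 2.06 and 4.52. TNFSF9, the ligand of 4-1BB, had log2 ratios of 3.03, 2.28 and 3.91. When the calls of each line were shuffled 10000 times among genes of like expression, the overlap was 19.8 genes on average and 38 at most. For genes higher in every line it was 3.25 on average and 11 at most, and for genes lower in every line 1.72 and 8. With an FPKM of at least 5 in 1 of the 2 libraries of each line, 38 genes differed in all 3 lines, 36 higher and 1 lower, and they are the 38 of Table 1. After rescaling the same genes to TPM, 12 genes were lower in every line, of 81 in common. The overlap of MCF-7 and MDA-MB-231 alone, without the libraries labelled SK-BR-3, was 188 genes. Without MCF-7 it was 264, and without MDA-MB-231 it was 313.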

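Over the 3 lines, 201 genes changed with shikonin, 185 higher and 16 lower (limma, 11355 genes tested, 1702 at an unadjusted p under 0.05). Heat shock genes were among the largest increases, such as DNAJB1, whose log2(FPKM + 1) rose by 3.85 (standard error 0.22, n = 3 lines, adjusted p = 1.17e-05 from limma), and ZFAND2A, a stress-induced regulator of the proteasome, which rose by 3.00 (standard error 0.27, adjusted p = 0.000412). The stress transcription factor ATF3 rose by 2.72 (standard error 0.23, adjusted p = 0.000325), from 2.22 to 28.8 FPKM in MCF-7, from 14.9 to 61.1 in the libraries labelled SK-BR-3 and from 0.768 to 13.0 in MDA-MB-231. ETAA1, an activator of the kinase ATR at stalled replication forks, lies on chromosome 2 from 67624454 to 67639221 and fell by 1.13 (standard error 0.20, adjusted p = 0.0204), with log2 ratios of -1.45, -1.16 and -1.68 in MCF-7, the libraries labelled SK-BR-3 and MDA-MB-231. The interferon-induced gene IFIT1 fell by 0.89 (adjusted p = 0.0261) and the linker histone gene H1F0 fell by 0.81 (adjusted p = 0.0338). Of the 38 genes of Table 1, 35 were higher, ETAA1 was lower, and RN7SK and RN7SL1 did not pass the test. The counts adjusted over the list alone were 36 higher and 1 lower, and since the study chose these genes on the same libraries the counts are not independent evidence. Of the 201 genes, 165 are not in Table 1, 150 of them higher and 15 lower. Without the libraries labelled SK-BR-3 the number of genes was 92, of which 75 are among the 201, the adjusted p was 0.057 for ETAA1 and 0.171 for H1F0, and 36 of the 38 passed. Without MDA-MB-231 the number was 443, and without MCF-7 the adjusted p of IFIT1 was 0.2. With a pseudocount of 0.1 none of these 3 falls passed (adjusted p = 0.0588 for ETAA1, 0.0532 for IFIT1 and 0.0861 for H1F0). The number was 108 after rescaling to TPM, 60 with a pseudocount of 0.1, 41 without limma's trend, and 1 either with no FPKM minimum (1718 at an unadjusted p under 0.05) or with cell line left out of the model (91 at an unadjusted p under 0.05).

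**Figure D1:**
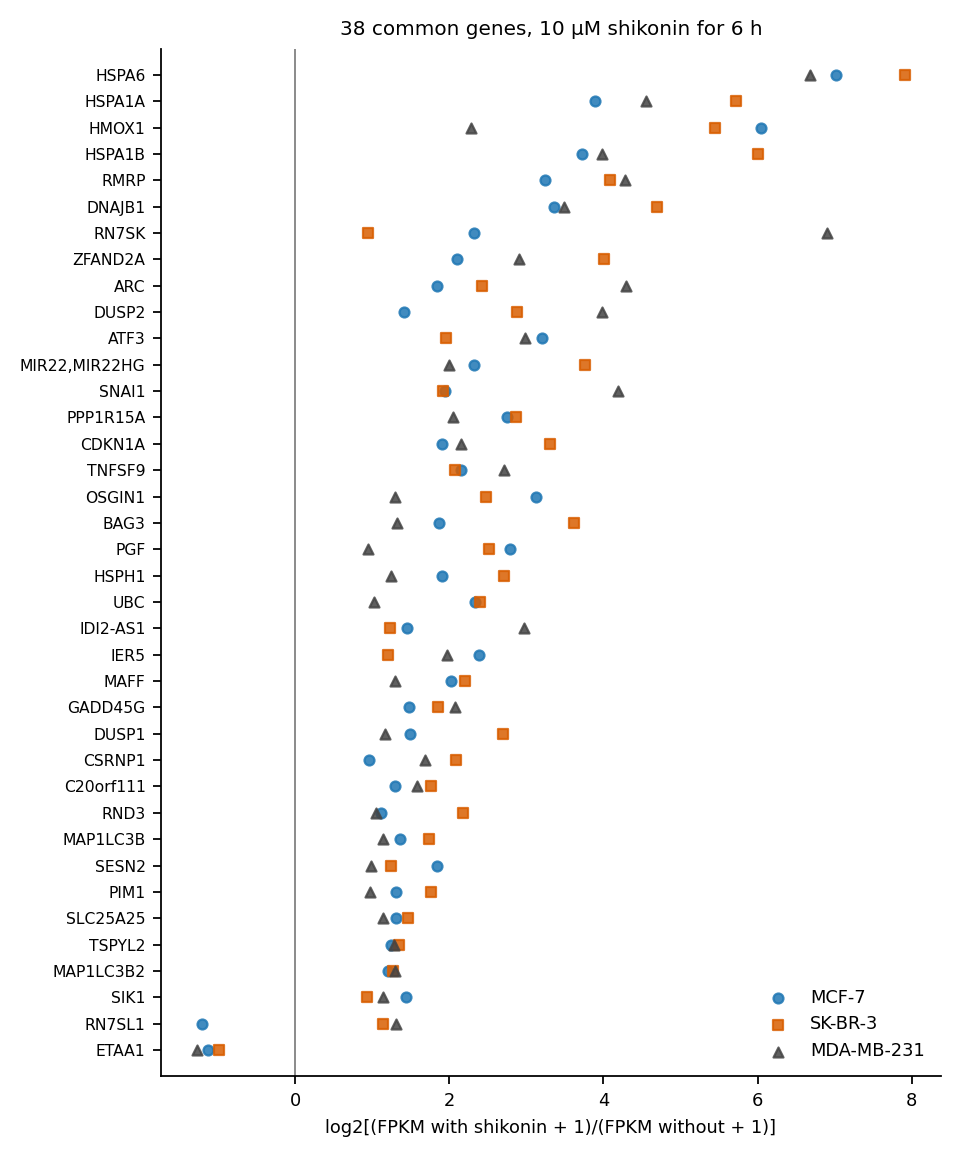
Change of each of the 38 genes of Table 1 with 10 μM shikonin for 6 h, as log2 of treated over untreated FPKM with 1 added to each (x axis), with 1 point per cell line and no error, since each point rests on 1 library per condition. Of the 38 genes, 36 lie above 0 in every line and ETAA1 lies below 0 in every line, while RN7SL1 is below 0 in MCF-7 and above 0 in the other lines.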

Thirty-six common genes were consistently upregulated and one common gene was consistently downregulated in different types of breast cancer cells under shikonin treatment (Table 1). 

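RN7SL1, the RNA of the signal recognition particle, was lower with shikonin in MCF-7 and higher in the other lines. It went from 107 to 45.6 FPKM in MCF-7 (log2 ratio -1.23), from 49.5 to 110.0 in the libraries labelled SK-BR-3 (log2 ratio 1.15) and from 47.3 to 118 in MDA-MB-231 (log2 ratio 1.32). RN7SK, the RNA that holds the elongation factor P-TEFb inactive, went from 4.80 to 27.9 FPKM in MCF-7 and from 9.58 to 19.4 in the libraries labelled SK-BR-3, and in MDA-MB-231 it was listed at 0 untreated and at 119 FPKM treated. RMRP, the RNA of RNase MRP, 264 bp long on chromosome 9 from 35657751 to 35658014, was listed at 0 in every untreated library and at 8.49, 16.0 and 18.4 FPKM in treated MCF-7, treated SK-BR-3 and treated MDA-MB-231. Of 12 small structured non-coding RNAs tested by limma over the 3 lines, RMRP and SCARNA17 rose, none fell and 10 did not pass (5 higher when adjusted over the list alone). The mean log2(FPKM + 1) change was 3.87 for RMRP (standard error 0.25, adjusted p = 2.64e-05), 3.39 for RN7SK (standard error 0.79, adjusted p = 0.0631) and 0.41 for RN7SL1 (standard error 0.37, adjusted p = 0.652). SCARNA17 lost its call after rescaling to TPM (adjusted p = 0.0943), after median ratio scaling (0.0584) and without MCF-7 (0.113) or SK-BR-3 (0.18). Of the 12, 5 rose and 0 fell without MCF-7, 3 rose and 1 fell without SK-BR-3, and 3 rose and 2 fell without MDA-MB-231. Among annotated short RNAs at an FPKM of at least 5, 50.0% in MCF-7, 48.3% in the libraries labelled SK-BR-3 and 57.6% in MDA-MB-231 differed by more than 2-fold, against 4.2%, 7.2% and 3.4% of other genes.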

Only *RN7SL1* was inconsistently expressed in different types of breast cancer cells under shikonin treatment (Table 1).

**Figure 3:**
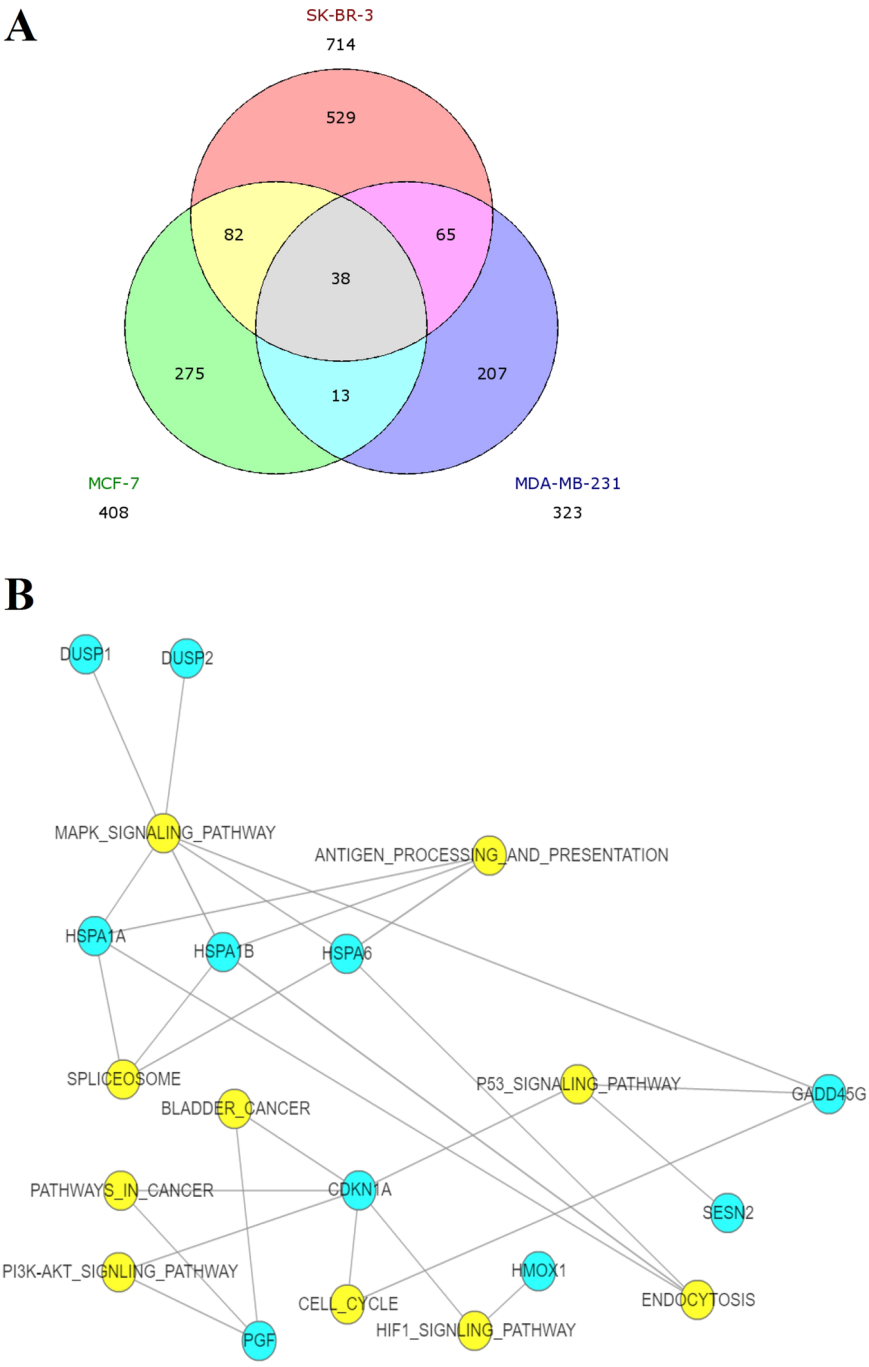
Intersectional analysis of SDE genes from breast cancer cells after shikonin treatment identified by RNA-seq and analysis of common genes using KEGG enrichment analysis. (**A**) Numbers of SDE genes from MCF-7, SK-BR-3, and MDA-MB-231 cells after shikonin treatment for 6 h were 408, 714, and 323, respectively. (**B**) 38 common genes were further used for KEGG enrichment analysis. The blue circles indicate the common genes from different types of breast cancer cells after shikonin treatment. The yellow circles show the biological functions and signaling pathway regulated by shikonin in breast cancer cells.

**Table 1:** Differentially expressed common genes after shikonin treatment by MCF-7, SK-BR-3, and MDA-MB-231 cells. (log_2_ ratio).

Genes	Entrez ID	MCF-7	SK-BR-3	MDA-MB-231
RMRP	6023	Infinity	Infinity	Infinity
HSPA6	3310	8.48	Infinity	8.41
HMOX1	3162	6.18	5.60	2.31
PGF	5228	5.32	3.83	1.01
HSPA1A	3303	3.92	6.11	4.69
HSPA1B	3304	3.75	6.12	4.04
ATF3	467	3.69	2.03	4.08
DNAJB1	3337	3.37	4.70	3.51
OSGIN1	29948	3.19	2.79	1.36
TNFSF9	8744	3.03	2.28	3.91
PPP1R15A	23645	2.84	2.89	2.06
ARC	23237	2.70	2.84	Infinity
MIR22,MIR22HG	407004	2.64	4.00	2.09
SNAI1	6615	2.64	2.06	4.52
RN7SK	125050	2.54	1.01	Infinity
UBC	7316	2.53	2.40	1.02
IER5	51278	2.42	1.21	1.99
MAFF	23764	2.19	2.28	1.33
ZFAND2A	90637	2.12	4.07	2.99
SESN2	83667	2.00	1.28	1.22
CDKN1A	1026	1.91	3.56	2.19
HSPH1	10808	1.91	2.73	1.25
BAG3	9531	1.89	3.68	1.33
IDI2-AS1	55853	1.70	1.54	Infinity
SIK1	150094	1.61	1.00	1.30
DUSP2	1844	1.60	3.01	5.32
DUSP1	1843	1.55	2.88	1.20
GADD45G	10912	1.53	2.42	3.17
PIM1	5292	1.43	2.00	1.09
MAP1LC3B	81631	1.39	1.75	1.17
SLC25A25	114789	1.34	1.51	1.26
OSER1	51526	1.34	1.80	1.61
TSPYL2	64061	1.32	1.41	1.41
RND3	390	1.30	2.34	1.06
MAP1LC3B2	643246	1.24	1.31	1.34
CSRNP1	64651	1.06	2.25	1.79
RN7SL1	6029	−1.22	1.15	1.32
ETAA1	54465	−1.45	−1.15	−1.68

### Analysis of common genes using both functional enrichment analysis and KEGG enrichment analysis after shikonin treatment by MCF-7, SK-BR-3 and MDA-MB-231 cells

We analyzed the common genes by functional enrichment analysis. 

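The CDK inhibitor gene CDKN1A and the GADD45 genes, which restrain the cell cycle after damage or stress, rose with shikonin. Of the listed genes of mitosis 2 fell, and of the pro-apoptotic and anti-apoptotic genes listed here only MCL1 passed the test. BAG3, CSRNP1, GADD45G, UBC, TNFSF9 and PPP1R15A, which the paper's Table 2 places under apoptosis, are on neither list. All of them rose over the 3 lines, but the study chose them on these same libraries. All 3 members of the GADD45 family, which bind CDK1 and PCNA and slow the cell cycle, rose over the 3 lines (limma, 3 also when adjusted over the list alone). GADD45A, on chromosome 1 from 68150884 to 68154017, went from 7.22 to 44.3 FPKM in MCF-7, from 123 to 219 in the libraries labelled SK-BR-3 and from 44.2 to 82.9 in MDA-MB-231, and GADD45B from 38.6 to 46.0, from 21.1 to 112 and from 13.0 to 96.9. Of 6 CDK inhibitors, CDKN1A rose and 5 did not pass the test (1 higher when adjusted over the list alone). Of 26 genes of G2/M and mitosis, the topoisomerase TOP2A and the kinetochore gene CENPF fell, none rose and 24 did not pass (5 lower when adjusted over the list alone, 11 lower at an unadjusted p under 0.05). TOP2A went from 52.0 to 31.9 FPKM in MCF-7, from 135 to 63.4 in the libraries labelled SK-BR-3 and from 136 to 90.5 in MDA-MB-231. The median log2((FPKM + 1) ratio) of these mitosis genes was -0.43 in MCF-7, -0.35 in the libraries labelled SK-BR-3 and -0.18 in MDA-MB-231, below each of 10000 random lists. Of 26 genes of G1/S and DNA replication, limma called 0 (0 higher and 2 lower at an unadjusted p under 0.05, 0 adjusted over the list alone), with medians of -0.49, below every random list, -0.02 and 0.22, above 41.85% and 92.38% of them. Of 17 pro-apoptotic genes limma called 0 (6 higher and 0 lower at an unadjusted p under 0.05, 5 higher when adjusted over the list alone). Without MDA-MB-231, 2 of these were called higher, and without MCF-7, 1 was. The BH3-only gene BCL2L11 had a mean change of 0.87 (adjusted p = 0.113), with 34.1 and 34.6 FPKM in MCF-7 and 6.05 and 17.7 FPKM in MDA-MB-231, untreated and treated. Of 7 anti-apoptotic genes, MCL1 rose by 0.65 (standard error 0.13, adjusted p = 0.0302) and 6 did not pass (1 higher when adjusted over the list alone). None of the mitosis genes passed without the libraries labelled SK-BR-3, with a pseudocount of 0.1 or without limma's trend, and 1 passed without MCF-7. With that pseudocount or without the trend, MCL1 did not pass and 1 GADD45 gene did. After rescaling to TPM 1 GADD45 gene passed (adjusted p = 0.0759 for GADD45A and 0.0922 for GADD45B) and MCL1 did not (adjusted p = 0.0669). Without the libraries labelled SK-BR-3 the adjusted p was 0.118 for GADD45B and 0.0767 for MCL1, and without MCF-7 it was 0.23 for MCL1.

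**Figure D2:**
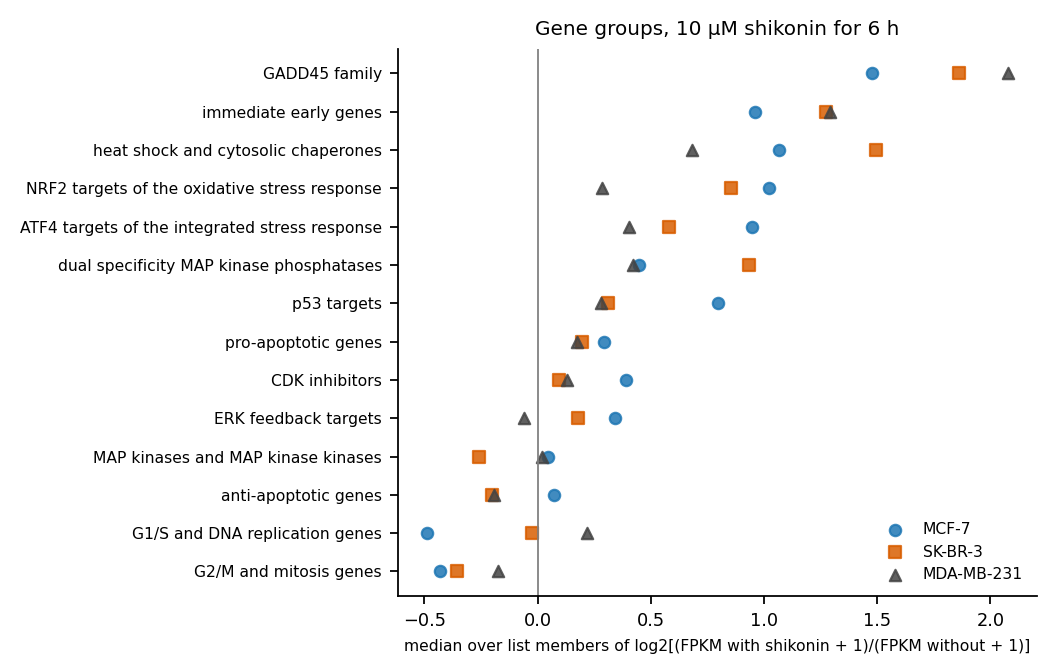
Median over the members of each gene group of log2 of treated over untreated FPKM with 1 added to each (x axis), 1 point per cell line and no error. The GADD45 family lies at 1.48 in MCF-7, 1.86 in SK-BR-3 and 2.08 in MDA-MB-231, and the mitosis genes lie below 0 in all 3 lines. Some medians within 0.1 of 0 change sign after rescaling to TPM.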

The results showed that these genes participated mainly in adjustment of cell death, apoptosis, cell cycle and cell growth (Table 2). We further analyzed the common genes by KEGG enrichment analysis. The results showed that the common SDE genes regulated by shikonin were significantly involved in MAPK signaling pathway, P53 signaling pathway, antigen processing and presentation, spliceosome, bladder cancer, endocytosis, HIF1 signaling pathway, cell cycle, pathways in cancer and the PI3K-AKT signaling pathway (Table 3). 

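Heat shock genes, which keep proteins folded, and immediate early genes, which are transcribed within minutes to hours of a stimulus, had more members than any other list among the genes that differed by more than 2-fold in all 3 lines. KEGG collections were not used here, and gene lists written before the deposited values were examined stand in for them. The paper's Table 1, drawn from these same libraries, had been seen by then, and the 9 immediate early genes below are all in it. Lists that hold its genes are therefore not independent of the common genes, and the Fisher tests describe an overlap only. Of 28 immediate early genes compared in all 3 lines, 9 were among the 92 common genes, where 0.262 would be drawn at random (Fisher's exact test, one-sided, adjusted p = 7.33e-11 over 33 lists): ARC, ATF3, CSRNP1, IER5, MAFF, PIM1, RND3, SIK1 and SNAI1. Of 33 heat shock genes and cytosolic chaperones, 9 were among them (adjusted p = 1.97e-10), as were 3 of 21 ATF4 targets of the integrated stress response (adjusted p = 0.00618) and 2 of 8 dual specificity MAP kinase phosphatases (adjusted p = 0.0129). The other lists past the threshold were small structured non-coding RNAs, with 6 of 11 (adjusted p = 2.8e-09), and replication-dependent histones, with 4 of 17 (adjusted p = 0.000129), of which 0 of 6 were common at an FPKM of at least 5. These counts take either direction: the 4 histones and SCARNA6, SCARNA9 and RN7SL1 each changed in directions that differed between lines. CDKN1A and SESN2 were the p53 targets among them, 2 of 24 (adjusted p = 0.0768). No gene of G1/S, of mitosis, of the pro-apoptotic list or of the 14 MAP kinases and MAP kinase kinases was among the 92, where 0.225, 0.244, 0.159 and 0.131 would be drawn at random. A count of 0 is then no evidence of absence. Over the 3 lines, 24 of 34 heat shock genes rose, none fell and 10 did not pass (31 higher when adjusted over the list alone), and 17 of 32 immediate early genes rose, none fell and 15 did not pass (25 higher when adjusted over the list alone). Of 24 p53 targets, CDKN1A, GADD45A, SESN2, AEN and PPM1D rose, none fell and 19 did not pass (8 higher when adjusted over the list alone, and 9 p53 targets rose without MDA-MB-231 and 2 without limma's trend). AEN and PPM1D are named here after their values were seen. Limma called 0 of the 14 MAP kinases and MAP kinase kinases (2 higher and 0 lower at an unadjusted p under 0.05, 2 higher when adjusted over the list alone). The mean change was -0.05 for MAPK8 (adjusted p = 0.925) and -0.11 for MAPK9 (adjusted p = 0.791), which encode JNK1 and JNK2, and -0.17 for MAPK14 (adjusted p = 0.64), which encodes p38α. Among the 38 common genes at an FPKM of at least 5, the p53 targets (2 of 17, adjusted p = 0.0204), the NRF2 targets and the autophagy genes (2 of 21 and adjusted p = 0.0233 for each) passed as well. The number of heat shock genes past the threshold was 15 without the libraries labelled SK-BR-3, 13 with a pseudocount of 0.1 and 8 without limma's trend, and that of immediate early genes was 8 with a pseudocount of 0.1 and 7 without the trend.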

Several common genes were involved in regulating these pathways such as *HSPA1B*, *HSPA1A*, *HSPA6*, *GADD45G*, *DUSP1*, *DUSP2*, *CDKN1A*, *SESN2*, *PGF*, *HMOX1* (Table 3 and Fig. 3B).

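By the mean change of log2(FPKM + 1) over the 3 lines, the HSP70 genes and HMOX1 had the largest increases of the genes that the paper places in these pathways. HSPA6, a strictly inducible HSP70 gene on chromosome 1 from 161494330 to 161496684, went from 0.567 to 203 FPKM in MCF-7, was listed at 0 untreated and at 241 FPKM treated in the libraries labelled SK-BR-3, and went from 0.430 to 146 FPKM in MDA-MB-231. Its log2(FPKM + 1) rose by 7.21 over the 3 lines (standard error 0.22, n = 3, adjusted p = 4.76e-08 from limma). HSPA1A, on chromosome 6 from 31783320 to 31785723, went from 46.0 to 699 FPKM in MCF-7, from 3.11 to 216 in the libraries labelled SK-BR-3 and from 9.06 to 235 in MDA-MB-231, a mean rise of 4.72 (standard error 0.26, adjusted p = 1.17e-05). HSPA1B, a nearly identical neighbor whose reads cannot all be told from those of HSPA1A, rose by 4.57 (standard error 0.33, adjusted p = 7.13e-05). HMOX1, the heme oxygenase of the NRF2 response, on chromosome 22 from 35776354 to 35790207, went from 9.97 to 726 FPKM, from 8.53 to 416 and from 33.9 to 168 in the same order of lines, a mean rise of 4.59 (standard error 0.52, adjusted p = 0.00164). Of 24 NRF2 targets of the oxidative stress response, HMOX1 and 6 others rose, none fell and 17 did not pass (18 higher when adjusted over the list alone). The median log2((FPKM + 1) ratio) of the NRF2 targets was 1.02 in MCF-7, 0.85 in the libraries labelled SK-BR-3 and 0.28 in MDA-MB-231, above every random list in the first 2 and above 95.06% of them in MDA-MB-231. The list holds HMOX1 and OSGIN1 of the paper's Table 1, so these ranks are not fully independent of it. SRXN1, which encodes the sulfiredoxin that reduces overoxidized peroxiredoxins, went from 36.2 to 131 FPKM, from 34.1 to 116 and from 94.4 to 181, and OSGIN1, a growth inhibitor induced by oxidative stress, went from 18.0 to 165, from 3.35 to 23.3 and from 12.8 to 32.9 (adjusted p = 0.00207). GADD45G, on chromosome 9 from 92219927 to 92221470, went from 15.6 to 45.3 FPKM, from 1.51 to 8.10 and from 0.665 to 6.02, a mean rise of 1.80 (standard error 0.20, adjusted p = 0.0014). The number of NRF2 targets past the threshold was 4 without the libraries labelled SK-BR-3, 13 without MDA-MB-231 and 3 with a pseudocount of 0.1 or without limma's trend.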

**Table 2:** Functional enrichment analysis of common genes by GO-terms.

**Term**	**Category**	**Number of genes**	**%**	***P*** **value**	**Genes**
Response to unfolded protein	B.P.	5	1.57	1.2 × 10^−5^	HSPH1, HSPA6, HSPA1A, DNAJB1, HSPA1B, PPP1R15A
Negative regulation of apoptosis	B.P.	6	1.89	6.7 × 10^−4^	CDKN1A, HMOX1, BAG3, PIM1, UBC, HSPA1A
Negative regulation of programmed cell death	B.P.	6	1.89	7.2 × 10^−4^	CDKN1A, HMOX1, BAG3, PIM1, UBC, HSPA1A, HSPA1B
Negative regulation of cell death	B.P.	6	1.89	7.2 × 10^−4^	CDKN1A, HMOX1, BAG3, PIM1, UBC, HSPA1A, HSPA1B
Positive regulation of anti-apoptosis	B.P.	3	0.94	1.6 × 10^−3^	CDKN1A, DUSP1, HMOX1
Intracellular part	C.C.	25	7.86	3.2 × 10^−3^	HSPA1A, HSPA1B, SESN2, HSPH1, TSPYL2, SLC25A25, MAP1LC3B, HMOX1, BAG3, ETAA1, SIK1, MAFF, ARC, PIM1, MAP1LC3B2, SNAI1, RND3, CDKN1A, DUSP2, ATF3, DUSP1, CSRNP1, ZFAND2A, UBC, DNAJB1, PPP1R15A
Regulation of cell cycle	B.P.	5	1.57	4.3 × 10^−3^	CDKN1A, TSPYL2, GADD45G, PIM1, SIK1
Regulation of programmed cell death	B.P.	7	2.20	5.2 × 10^−3^	CDKN1A, DUSP1, HMOX1, BAG3, PIM1, UBC, HSPA1A, HSPA1B
Regulation of cell death	B.P.	7	2.20	5.3 × 10^−3^	CDKN1A, DUSP1, HMOX1, BAG3, PIM1, UBC, HSPA1A, HSPA1B
Regulation of transferase activity	B.P.	5	1.57	6.5 × 10^−3^	CDKN1A, TSPYL2, DUSP2, GADD45G, PIM1
Apoptosis	B.P.	6	1.89	6.8 × 10^−3^	BAG3, CSRNP1, GADD45G, UBC, TNFSF9, PPP1R15A
Intracellular membrane-bounded organelle	C.C.	21	6.60	7.3 × 10^−3^	MAFF, ARC, PIM1, HSPA1A, HSPA1B, SESN2, SNAI1, RND3, CDKN1A, TSPYL2, ATF3, DUSP2, DUSP1, SLC25A25, MAP1LC3B, HMOX1, ZFAND2A, CSRNP1, UBC, DNAJB1, SIK1, PPP1R15A
Nucleus	C.C.	16	5.03	8.2 × 10^−3^	MAFF, PIM1, HSPA1A, HSPA1B, SESN2, SNAI1, CDKN1A, TSPYL2, DUSP2, ATF3, DUSP1, HMOX1, ZFAND2A, CSRNP1, UBC, DNAJB1, SIK1
Intracellular organelle	C.C.	22	6.92	1.2 × 10^−2^	MAFF, ARC, PIM1, HSPA1A, MAP1LC3B2, HSPA1B, SESN2, SNAI1, RND3, CDKN1A, TSPYL2, ATF3, DUSP2, DUSP1, SLC25A25, MAP1LC3B, HMOX1, ZFAND2A, CSRNP1, UBC, DNAJB1, SIK1, PPP1R15A
Negative regulation of cell growth	B.P.	3	0.94	1.5 × 10^−2^	CDKN1A, TSPYL2, OSGIN1
Negative regulation of cellular process	B.P.	9	2.83	1.5 × 10^−2^	CDKN1A, TSPYL2, HMOX1, BAG3, PIM1, UBC, OSGIN1, HSPA1A, HSPA1B, SIK1
Regulation of phosphorus metabolic process	B.P.	5	1.57	1.6 × 10^−2^	CDKN1A, TSPYL2, DUSP2, GADD45G, PIM1
Negative regulation of cell size	B.P.	3	0.94	1.7 × 10^−2^	CDKN1A, TSPYL2, OSGIN1
Negative regulation of catalytic activity	B.P.	4	1.26	1.8 × 10^−2^	CDKN1A, DUSP2, GADD45G, UBC
Cell cycle arrest	B.P.	3	0.94	1.8 × 10^−2^	CDKN1A, SESN2, PPP1R15A
Cytoplasm	C.C.	19	5.97	2.1 × 10^−2^	ARC, PIM1, HSPA1A, MAP1LC3B2, HSPA1B, SESN2, RND3, HSPH1, CDKN1A, TSPYL2, SLC25A25, MAP1LC3B, HMOX1, ZFAND2A, BAG3, UBC, ETAA1, DNAJB1, SIK1, PPP1R15A
Negative regulation of growth	B.P.	3	0.94	2.1 × 10^−2^	CDKN1A, TSPYL2, OSGIN1
Cellular protein metabolic process	B.P.	10	3.14	3.9 × 10^−2^	DUSP2, DUSP1, MAP1LC3B, BAG3, GADD45G, PIM1, UBC, MAP1LC3B2, DNAJB1, SIK1

B.P., biological process; C.C., cellular component.

**Table 3:** KEGG enrichment analysis of common genes after shikonin treatment by MCF-7, SK-BR-3 and MDA-MB-231 cells.

Pathway	*P* value (−log_10_)	Genes
MAPK signaling pathway	5.96	HSPA1B,HSPA1A,HSPA6,GADD45G,DUSP1,DUSP2
P53 signaling pathway	3.98	CDKN1A,GADD45G,SESN2
Antigen processing and presentation	3.67	HSPA1B,HSPA1A,HSPA6
Spliceosome	3.22	HSPA1B,HSPA1A,HSPA6
Bladder cancer	2.85	CDKN1A,PGF
Endocytosis	2.78	HSPA1B,HSPA1A,HSPA6
HIF1 signaling pathway	2.09	CDKN1A,HMOX1
Cell cycle	1.93	CDKN1A,GADD45G
Pathways in cancer	1.19	CDKN1A,PGF
PI3K-AKT signaling pathway	1.15	CDKN1A,PGF

### Validation of RNA-seq data by qRT-PCR

To further validate the results of RNA-seq, qRT-PCR was performed on 5 genes (*DUSP1*, *DUSP2*, *CDKN1A*, *SESN2*, *PGF*) randomly selected from common genes using the same RNA samples that were used in RNA-seq. 

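The RNA-seq values of the genes chosen for qRT-PCR were higher with shikonin in each line. CDKN1A, which encodes the CDK inhibitor p21, went from 98.2 to 371 FPKM in MCF-7, from 4.53 to 53.6 in the libraries labelled SK-BR-3 and from 32.5 to 149 in MDA-MB-231, log2 ratios of 1.92, 3.56 and 2.19. SESN2, a sestrin that restrains mTORC1 under stress, went from 5.83 to 23.4 FPKM, from 19.2 to 46.8 and from 2.73 to 6.39, log2 ratios of 2.01, 1.28 and 1.23. PGF, placental growth factor, went from 0.179 to 7.16 FPKM, from 0.557 to 7.93 and from 9.77 to 19.7, log2 ratios of 5.33, 3.83 and 1.02. Over the 3 lines log2(FPKM + 1) rose by 2.46 for CDKN1A (standard error 0.22, n = 3, adjusted p = 0.000412 from limma), by 1.36 for SESN2 (standard error 0.19, adjusted p = 0.00728) and by 2.09 for PGF (standard error 0.32, adjusted p = 0.0102). Each of the 3 genes passed without any 1 of the lines, but with a line left out the variance leans mainly on other genes, so this is weak evidence. PGF did not pass with a pseudocount of 0.1 (adjusted p = 0.0727) or without limma's trend (0.0642). None of the 3 passed with no FPKM minimum (0.416 to 0.42) or with cell line left out of the model (1 for each). The primers that the paper lists were placed on GRCh37. The CDKN1A product of 139 bp lies in exon 2 of the gene's 3 exons, in coding sequence on chromosome 6 from 36651899 to 36652037, within a single exon. The DUSP1 product of 77 bp joins exons 2 and 3 of 4 on chromosome 5 (172196742 to 172197184), and the DUSP2 product of 84 bp joins exons 2 and 3 of 4 on chromosome 2 (96810049 to 96810519). The PGF product of 187 bp joins exons 2 and 3 of 7 on chromosome 14 (75416093 to 75420629), and the SESN2 product of 188 bp spans exons 1 to 3 of 10 on chromosome 1 (28586395 to 28598252). The log2 ratio of PGF in MDA-MB-231 was 0.92 after rescaling to TPM and 0.98 after median ratio scaling, less than 2-fold. The qRT-PCR values were not analyzed here.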

A total of 15 RNA-seq samples were validated by qRT-PCR (5 representative genes in three different types of breast human breast cancer cells. Correlation of the expression ratios from the RNA-seq and qRT-PCR data were highly correlated (R = 0.9; *P* = 5.7 × 10^−6^) (Fig. 4).

**Figure 4:**
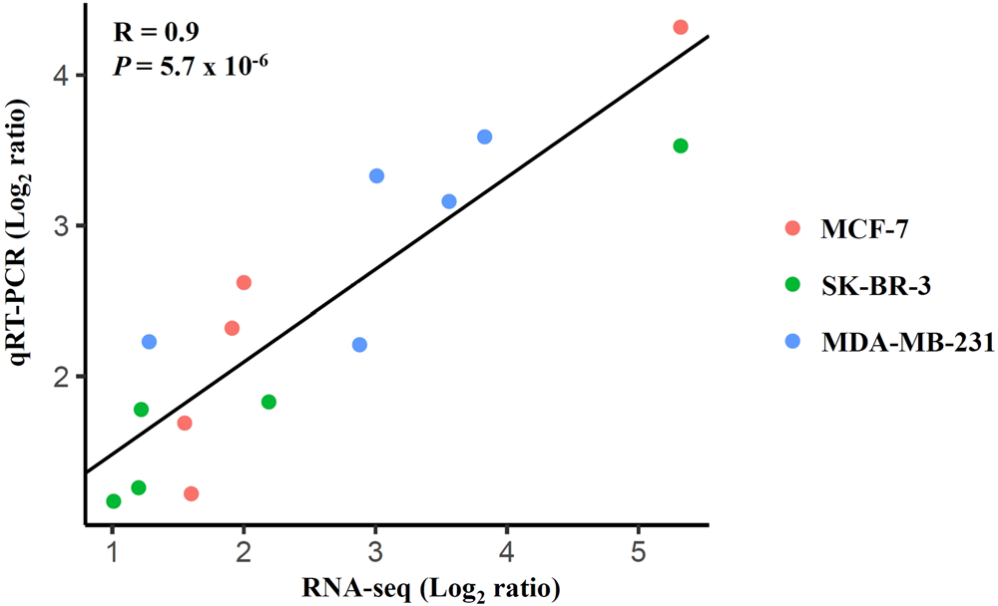
Correlation of gene expression ratios between RNA-seq and qRT-PCR. A total of 15 RNA-seq samples were validated by qRT-PCR (5 representative genes, *DUSP1*, *DUSP2*, *CDKN1A*, *SESN2*, and *PGF*, in three different types of breast human breast cancer cells. Data from both RNA-seq and qRT-PCR were normalized by setting the expression level of untreated control.

### Shikonin enhances the expression of DUSP1 and DUSP2 in both RNA and protein levels and decreases the phosphorylation of JNK and p38

The results of RNA-seq showed that shikonin induces the expression of *DUSP1* and *DUSP2* in breast cancer cells (Table 1). 

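DUSP1 and DUSP2 encode dual specificity phosphatases that remove phosphate from the threonine and tyrosine of MAP kinases, and both rose with shikonin. DUSP1, on chromosome 5 from 172195099 to 172198198, went from 14.7 to 43.1 FPKM in MCF-7, from 5.99 to 44.2 in the libraries labelled SK-BR-3 and from 18.9 to 43.5 in MDA-MB-231, log2 ratios of 1.55, 2.88 and 1.20. DUSP2, on chromosome 2 from 96808908 to 96811179, went from 4.31 to 13.1 FPKM in MCF-7, from 8.85 to 71.8 in the libraries labelled SK-BR-3 and from 0.612 to 24.5 in MDA-MB-231, log2 ratios of 1.60, 3.02 and 5.32. Over the 3 lines log2(FPKM + 1) rose by 1.78 for DUSP1 (SD 0.81 between lines, moderated standard error 0.25, n = 3, adjusted p = 0.00621 from limma) and by 2.76 for DUSP2 (SD 1.29, moderated standard error 0.36, adjusted p = 0.00462). For both genes the moderated error is smaller than the SD between lines would give, so these p-values lean on the variance of other genes. The mean change of DUSP1 was 1.33 to 2.09 and that of DUSP2 2.15 to 3.43 when each line was left out in turn, and both passed the test each time. With a line left out, little of a gene's own spread remains and the variance leans still more on other genes. These passes are therefore weak evidence. Of the 10 dual specificity MAP kinase phosphatases tested, DUSP1, DUSP2 and DUSP10 rose, none fell and 7 did not pass (5 higher when adjusted over the list alone). DUSP10 rose by 1.16 (standard error 0.24, adjusted p = 0.0391), a call lost after rescaling to TPM (adjusted p = 0.0931), without MCF-7 (0.0999) and without SK-BR-3 (0.131). Of these phosphatases 1 passed with a pseudocount of 0.1 and 1 without limma's trend, and DUSP5 had a mean change of 0.87 (adjusted p = 0.0625). Of 18 targets of ERK feedback, SPRY4 and FOSL1 rose, none fell and 16 did not pass (4 higher when adjusted over the list alone). Neither call held after rescaling to TPM (adjusted p = 0.0759 for SPRY4 and 0.111 for FOSL1) or without SK-BR-3 (0.122 and 0.107). SPRY4 did not pass without MCF-7 (0.0879), and 5 of the targets rose without MDA-MB-231. Untreated DUSP2 was below 1 FPKM in MDA-MB-231, where its log2 ratio was 3.98 with a pseudocount of 1. DUSP2 missed the threshold with a pseudocount of 0.1 (adjusted p = 0.0514) and DUSP1 without limma's trend (0.0642). Both missed it with no FPKM minimum (0.42) or with cell line left out of the model (1). In its discussion the paper takes the induction of these phosphatases together with its qRT-PCR and Western blots (Fig. 5A-C). The blots of MDA-MB-231 cells showed more DUSP1 and DUSP2 protein at 6 h, the time of the RNA-seq. Blots for phosphorylation, taken later than the RNA-seq, showed less phosphorylated JNK and p38 and no effect on ERK. By qRT-PCR, the paper saw no effect on DUSP1 and DUSP2 in M10 mammary epithelial cells. From its experiments and from earlier studies of JNK and p38, the paper proposes that the phosphatases turn off JNK and p38 signaling, and that arrest of the cell cycle and apoptosis follow.

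**Figure D3:**
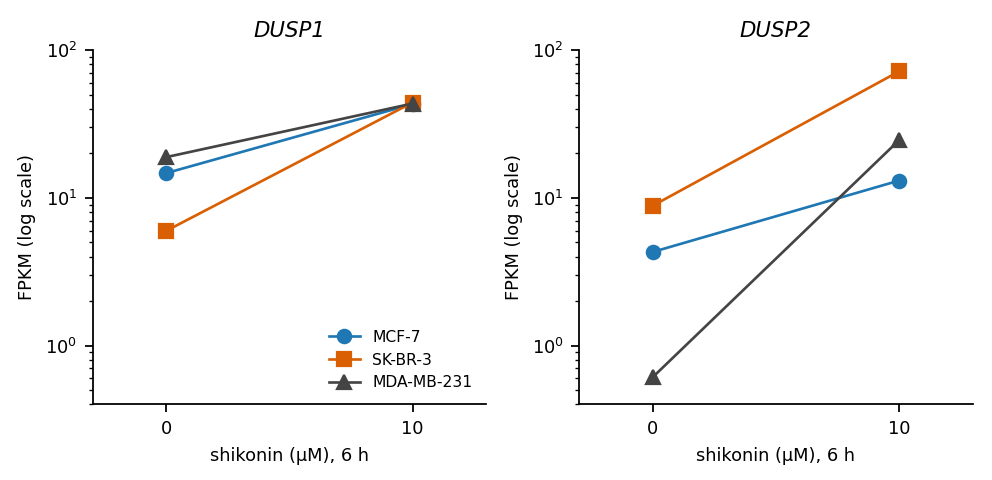
FPKM of DUSP1 (left) and DUSP2 (right) on a log axis without (0 μM) and with 10 μM shikonin for 6 h, with 1 library per point joined by a line for each cell line and no error. The treated libraries lie at 43.1 to 44.2 FPKM for DUSP1, and at 13.1 (MCF-7), 71.8 (SK-BR-3) and 24.5 FPKM (MDA-MB-231) for DUSP2.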

We confirmed the results of RNA-seq using qRT-PCR. As shown in Fig. 5A, the expression of *DUSP1* and *DUSP2* was increased in MCF-7, SK-BR-3 and MDA-MB-231 cells after shikonin treatment. However, there was no effect on the expression of *DUSP1* and *DUSP2* in M10 cells after shikonin treatment. In addition, we examined the expression of DUSP1 and DUSP2 in MDA-MB-231 after shikonin treatment. As shown in Fig. 5B, shikonin induced the expression of DUSP1 and DUSP2 in MDA-MB-231 cells. Furthermore, our results also showed that shikonin decreased the phosphorylation of JNK 1/2 and p38 in MDA-MB-231 cells, whereas the phosphorylation of ERK 1/2 exhibited no effect after shikonin treatment in MDA-MB-231 cells (Fig. 5C). On the other hand, we analyzed the expression of DUSP1 and DUSP2 using DriverDB^23,24^. As shown in Fig. 5D, DUSP1 and DUSP2 were down-regulated in several types of cancers.

**Figure 5:**
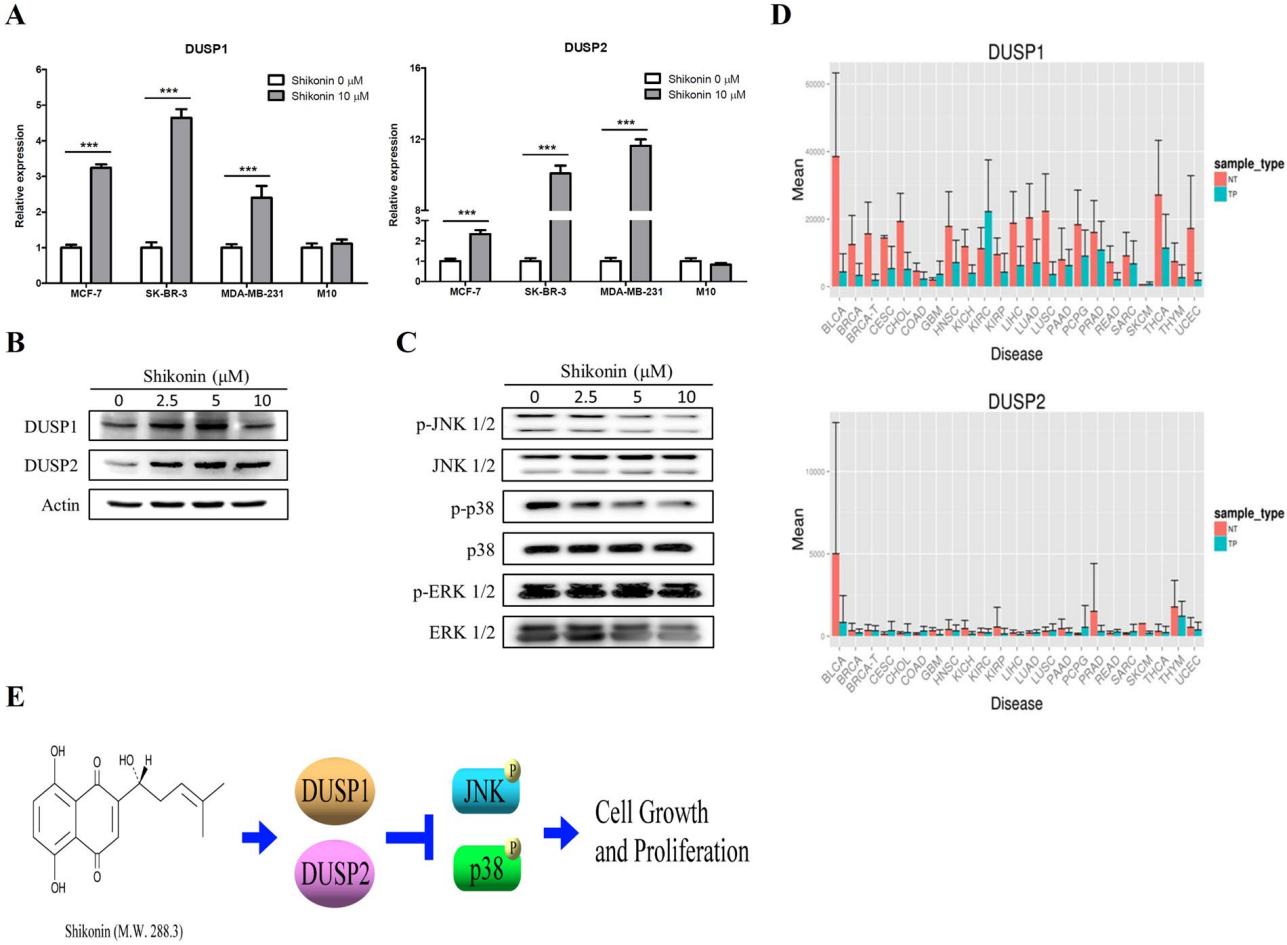
Effect of shikonin on the expression level of DUSP1 and DUSP2 and the activation of MAPKs pathway in breast cancer cells. (**A**) Different breast cancer cells, MCF-7, SK-BR-3 and MDA-MB231, and human mammary epithelial cells, M10, were incubated with or without shikonin 10 μM for 6 h. The expressions of *DUSP1* and *DUSP2* were determined by qRT-PCR. Data are presented as mean ± SD from three independent experiments. The statistical significance of the difference between two experimental measurements was assessed by Student’s t-test and represented as follows: ***P < 0.001 vs. shikonin 0 μM (DMSO control). (**B**) MB-231 cells were treated with different concentrations of shikonin for 6 hr. The expressions of DUSP1 and DUSP2 were analyzed by Western blot. The expression of β-actin was used as a loading control. (**C**) MB-231 cells were treated with different concentrations of shikonin for 24 hr. The expressions of phospho-JNK 1/2, JNK 1/2, phospho-p38, p38, phospho-ERK1/2, and ERK 1/2 were analyzed by Western blot. The Western blotting results are representative of results obtained in three separate experiments. (**D**) Gene expression levels of DUSP1 and DUSP2 from TCGA RNA-seq data in many types of cancer were analyzed by DriverDB^23,24^. The list of abbreviations is shown as follows: BLCA: bladder urothelial carcinoma; BRCA: breast invasive carcinoma; BRCA-T: BRCA-associated triple-negative breast cancer; CESC: cervical squamous cell carcinoma and endocervical adenocarcinoma; CHOL: COAD: colon adenocarcinoma; GBM: glioblastoma multiforme; HNSC: head-neck squamous cell carcinoma; KIRC: kidney renal clear cell carcinoma; KIRP: kidney renal papillary cell carcinoma; LIHC: liver hepatocellular carcinoma; LUAD: lung adenocarcinoma; LUSC: lung squamous cell carcinoma; PAAD: pancreatic adenocarcinoma; PCPG: pheochromocytoma and paraganglioma; PRAD: prostate adenocarcinoma; READ: rectum adenocarcinoma; SARC: sarcoma; SKCM: skin cutaneous melanoma; THCA: thyroid cancer; THYM: thymoma; UCEC: uterine corpus endometrial carcinoma. (**E**) Shikonin inhibits cell growth and induces apoptosis in different types of breast cancer cells through enhances the expression of DUSP1 and DUSP2 and reduces the activity of their downstream signaling molecules, JNK and p38.

## Discussion

The use of Chinese herbal medicine for health promotion and adjuvant therapy is becoming increasingly popular worldwide. Zicao, the dried root of *Lithospermum erythrorhizon*, is a Chinese herbal medicine widely used for its anti-inflammatory properties in China, Japan, Korea, etc.^25^. Shikonin is a major component of zicao and has been reported to suppress the growth of several types of cancer through a wide spectrum of anticancer mechanisms^4^. However, the mechanism of action of shikonin in regulating the growth of breast cancer cells is limited.

Various subtypes of breast cancer have distinct prevalence and outcomes. In the present study, we used three different types of breast cancer cell lines, MCF-7 (Luminal A; ER^+^, PR^+/−^, HER2^−^, good outcome), SK-BR-3 (HER2; ER^−^, PR^−^, HER2^+^, poor outcome), MDA-MB-231 (Claudin-low; ER^−^, PR^−^, HER2^−^, poor outcome)^26^ and demonstrated that shikonin inhibits the growth of these cancer cells including arresting the progression of the cell cycle and inducing apoptosis. To further explore the mechanism of action of shikonin in regulating the growth of different types of breast cancer cells, we analyzed the gene expression profiling of different types of breast cancer cells using RNA-seq. We found 38 common genes regulated by shikonin in different types of breast cancer cells and further analyzed these common genes using KEGG enrichment analysis. The analytic results indicated that these common genes were significantly involved in the MAPK signaling pathway, P53 signaling pathway, antigen processing and presentation, spliceosome, bladder cancer, endocytosis, HIF1 signaling pathway, cell cycle, pathways in cancer and the PI3K-AKT signaling pathway.

In particular, the results of RNA-seq pointed out that shikonin induced the expression of both *DUSP1* and *DUSP2*, the upstream regulators of MAPK signaling pathway. Also, the results of qRT-PCR confirmed that shikonin induced the expression of both *DUSP1* and *DUSP2* in different types of breast cancer cells. The expression ratios from RNA-seq and qRT-PCR data were highly correlated. Moreover, our experimental results also demonstrated that shikonin induced the protein expression of both DUSP1 and DUSP2 in different types of breast cancer cells. In addition, we also found that DUSP1 and DUSP2 were down-regulated in several types of cancers. Therefore, induction of DUSP1 and DUSP2 might be a therapeutic strategy for treating cancer.

DUSP1 and DUSP2 are the members of the threonine-tyrosine dual-specificity phosphatase family which play an important role in regulating the dephosphorylation of threonine and tyrosine residues on MAPKs^27^. MAPKs are signaling components that link extracellular signals to regulate a wide range of cellular processes in cancer cells including growth, differentiation, migration and apoptosis^28^. Our experimental results indicated that shikonin reduced the phosphorylation of JNK 1/2 and P38 in MDA-MB-231 cells. Previous studies pointed out that JNK and P38 MAPK pathways regulated the progression of cell cycle, modulated the cell survival and differentiation, and controled the balance of apoptosis and autophagy in response to chemotherapeutic agents in cancer cells^29,30^. Therefore, we suggest that shikonin induces the expression of DUSP1 and DUSP2 which consequently switches off JNK and p38 MAPK pathways and causes cell cycle arrest and apoptosis in breast cancer cells.

In summary, our results showed that shikonin inhibits cell growth and induces apoptosis in different types of breast cancer cells. We further examined the transcriptome regulation of shikonin in different types of breast cancer cells using the RNA-seq. We firstly reported that shikonin affects the expression of common genes among different types of breast cancer cells and is involved in regulating several anticancer mechanisms of action. Particularly, our results indicated that shikonin induces the expression DUSP1 and DUSP2 and reduces the activity of their downstream signaling molecules, JNK and p38. These results suggest that shikonin induces apoptosis through enhancing the expression of DUSP1 and DUSP2 (Fig. 5E).

## Materials and Methods

### Chemicals and reagents

Cell culture medium, Dulbecoo’s modified Eagle’s medium (DMEM), DMEM/F12, alpha-Minimum essential medium, trypsin, penicillin–streptomycin, and Dulbecco’s Phosphate Buffered Saline (DPBS) were purchased from Corning Cellgro (Manassas, VA, USA). Fetal bovine serum (FBS) was purchased from Gibco (Invitrogen, Carlsbad, CA, USA). Purified shikonin (≥98%), dimethyl sulfoxide (DMSO), 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT), hydrochloric acid (HCl), isopropanol, RIPA buffer, protease inhibitor cocktail and Tris-buffered saline/Tween 20 (TBST) were purchased from Sigma (St. Louis, MO, USA). Antibodies against dual specificity phosphatase (DUSP)-1, DUSP-2, β-actin and horseradish peroxidase (HRP)-conjugated secondary antibodies were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Antibodies against mouse phospho-JNK 1/2, JNK 1/2, phospho-p38 mitogen-activated protein kinase (MAPK), and p38 MAPK, and phospho-ERK 1/2, ERK 1/2 were purchased from Cell Signaling (Farmingdale, NY, USA). Pierce BCA Protein Assay Kit and ECL chemiluminescence substrate were purchased from Thermo Scientific (Rockford, IL, USA). TRIzol reagent, SuperScript® VILO™ cDNA Synthesis kit, SYBR® GreenER™ qPCR SuperMixes were purchased from Life Technologies (Carlsbad, CA, USA). RNA 6000 Nano LabChip kit was obtained from Agilent Technologies (Palo Alto, CA, USA).

### Cell culture

Human breast cancer cell lines, MCF-7, SK-BR-3, and MDA-MB-231 cells were obtained from American Type Culture Collection (Manassas, VA, USA). Human mammary epithelial cell line, M10, was purchased from Bioresource Collection and Research Center (Hsinchu, Taiwan). MCF-7 and MDA-MB-231 cells were maintained in DMEM supplemented with 10% heat-inactivated FBS and 100 μg/mL of penicillin-streptomycin, SK-BR-3 cells were maintained in DMEM/F12 supplemented with 10% heat-inactivated FBS and 100 μg/mL of penicillin-streptomycin, and M10 cells were maintained in alpha-Minimum essential medium supplemented with 10% heat-inactivated FBS and 100 μg/mL of penicillin-streptomycin. All cell lines were cultured in a humidified atmosphere with 5% CO_2_ at 37 °C. Shikonin was dissolved in DMSO. All treatments were adjusted to equal concentrations of DMSO between 0.1~0.2%.

### Cell viability assay

Cell viability was determined using the MTT colorimetric assay. Cells were seeded in 96-well plates in culture medium at density of 1 × 10^4^ cells/well overnight and then treated with various concentrations of shikonin between 0~50 μM for 24 hr. Subsequently, MTT in DPBS (0.1 mg) was added to each well and incubated for 4 hours at 37 °C. The MTT formazan crystals were dissolved with the addition of acid–isopropanol (1 portion of 4 N HCl: 100 portion of isopropanol). After 20 min, the optical density (OD) was measured with a microplate reader (BIO-RAD, Hercules, CA, USA) at 570 nm.

### Cell cycle analysis

MCF-7, SK-BR-3, and MDA-MB-231 cells were treated with different doses of shikonin (0, 5, and 10 μM) for 16 hr. Cells were trypsinized, washed twice by cold PBS, and fixed in 70% cold ethanol overnight at −20 °C. After fixation, cells were washed twice by cold PBS and stained with PI/Triton X-100 staining solution (0.1% Triton X-100, 2 mg/mL PI, and 0.2 mg/mL DNase-free RNase) for 30 minutes. Samples were analyzed using a flow cytometry FC500 (Beckman Coulter, Krefeld, Germany).

### Apoptosis assay

MDA-MB-231 cells were treated with different doses of shikonin (0, 5, and 10 μM) for 24 hr. Cells were trypsinized, washed twice by cold PBS, and stained with Alexa Fluor® 488 Annexin V and propidium iodide (PI) according to manufacturer’s protocol (Thermo Fisher Scientific, Rockford, IL, USA). Apoptotic cells were determined using FC500 flow cytometer (Beckman-Coulter, Fullerton, CA, USA). Ten thousand events were collected per sample. Data were analyzed by CXP analysis software (Beckman-Coulter, Fullerton, CA, USA).

### RNA preparation and RNA-seq

Total RNA was extracted with TRIzol reagent following the recommendations of the manufacturer. The quality of total RNA was evaluated using the Agilent 2100 bioanalyzer (Agilent, Palo Alto, CA, USA) with the RNA 6000 Nano LabChip kit. RNA-seq libraries were prepared Illumina® TruSeq RNA Library Prep Kit v2 and were sequenced using Illumina® Hiseq2500 to obtain 150-bp paired-end reads. The sequencing depth for each sample was >20 million reads. The reads were aligned with TopHat 2.0.13 to GRCh37 with default parameters, and then were assembled by Cufflink 2.2.1, using Ensembl v75 annotations. Transcript abundance was measured in fragments per kb of exon per million fragments mapped (FPKM). The RNA-seq data is available at GEO (GSE100687).

### Quantitative real-time PCR (qRT-PCR)

cDNA was synthesized from 1 to 2 μg RNA using SuperScript® VILO™ cDNA Synthesis kit according to the manufacturer’s instructions (Life Technologies, Carlsbad, CA, USA). The PCR reaction was performed by iCycler thermal cycler (Bio-Rad, Hercules, CA, USA) using SYBR® GreenER™ qPCR SuperMixes with PCR primers (CDKN1A: F-TGTCCGTCAGAACCCATGC, R-AAAGTCGAAGTTCCATCGCTC; DUSP1: F-AGTACCCCACTCTACGATCAGG, R-GAAGCGTGATACGCACTGC; DUSP2: F-GGGCTCCTGTCTACGACCA, R-GCAGGTCTGACGAGTGACTG; PGF: F-GAACGGCTCGTCAGAGGTG, R-ACAGTGCAGATTCTCATCGCC; SESN2: F-AAGGACTACCTGCGGTTCG, R-CGCCCAGAGGACATCAGTG; 18S rRNA: F-GGAATTGACGGAAGGGCACCACC, R-GTGCAGCCCCGGACATCTAAGG). The relative level of target genes from each sample was determined by normalizing to 18S rRNA. All experiments were repeated at least twice to duplicate results.

### Functional enrichment analysis

For the differentially expressed genes associated with treatment responses, we performed functional enrichment analysis, as described in our previous studies^23,24^ to interpret their biological functions. In brief, we used the topGO and GeneAnswers packages of Bioconductor to calculate the topology of the GO graph, as well as to visualize the many-to-many relationships between GO terms and genes. In the “Pathway” analysis, we used collections from KEGG^31^, PID^32^, Biocarta (http://www.biocarta.com/), REACTOME^33^, and MSigDB^34^ to annotate driver genes.

### Statistical analysis

Data were obtained from at least three independent experiments and expressed as the mean ± standard deviation for each group. Statistical analyses, including Student’s t-test, one-way analysis of variance and regression analysis were performed using GraphPad Prism 4.0 software (GraphPad, Inc., La Jolla, CA, USA). *P* < 0.05 was considered to indicate a statistically significant difference.

## Electronic supplementary material

Raw data of Western blot

# Supplementary material for: RNA-seq transcriptome analysis of breast cancer cell lines under shikonin treatment
**Source:** Sci Rep. 2018 Feb 8;8:2672. doi: 10.1038/s41598-018-21065-x
**Supplement:** Supplementary file 1 — Raw data of Western blot

**RNA-seq transcriptome analysis of breast cancer cell lines under shikonin treatment**

Kuo-Hua Lin^1, #^, Ming-Yii Huang^2, #^, Wei-Chung Cheng^3^, Shu-Chi Wang^4^, Shih-Hua Fang^5^, Hung-Pin Tu^6^, Chia-Cheng Su^7, 8, 9^, Yung-Li Hung^10^, Po-Len Liu^11^, Chi-Shuo Chen^12^, Yu-Ting Wang^8^, Chia-Yang Li^8, 13, 14, *^

Kaohsiung 80708, Taiwan.

^#^These authors contributed equally to this work.

How the deposited data were processed for this re-analysis (not part of the article)

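RNA-seq was performed on the lines MCF-7, MDA-MB-231 and SK-BR-3 without (0 μM) and with 10 μM shikonin for 6 h, with 1 library per condition and 6 libraries in all. The paper states that total RNA was made into libraries with the Illumina TruSeq RNA kit and sequenced as 150-bp paired-end reads, that reads were aligned with TopHat 2.0.13 and that transcripts were assembled with Cufflinks 2.2.1 on Ensembl v75 annotations. The paper names GRCh37 as the reference, and the submitters' processing notes name GRCh38. The deposited table gives FPKM, fragments mapped scaled by exon length and library total, as fractional values of at least 0 that sum to between 492051.6 and 600288.1 per library.

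The table was checked before use. It holds 26752 entries under 26240 gene names, of which 227 names stand on more than 1 entry, 797 are several symbols joined by commas, 2351 begin with LOC and 0 are Ensembl identifiers. For 1186 entries a value is missing in 1 or 2 of the lines, always for both libraries of a line, so that levels were compared within a line. For a name on several entries the entry with the highest mean FPKM was used. No pair of libraries had identical values. The table gives no counts. The depth behind a value is therefore unknown, and no counting interval or detection floor was computed. A gene listed at 0 in 1 of a pair of libraries was given no fold.

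Within a line, genes at an FPKM of at least 1 in at least 1 of the 2 libraries were compared by the ratio of treated to untreated FPKM without a pseudocount, and genes over 2-fold in either direction were counted, a gene at 0 in 1 library included. Genes over 2-fold in all 3 lines were called common, as in the paper, and their number was set beside 10000 shuffles of each line's calls within 20 bins of mean expression. Over the lines, limma 3.58.1 in R 4.3.3 tested treatment on log2(FPKM + 1), with cell line as a block and a trend of variance on expression, for 11355 genes at an FPKM of at least 1 in at least 3 libraries, at a Benjamini-Hochberg adjusted p under 0.05. An exact sign-flip test of 3 lines cannot give a two-sided p below 0.25, so none was run per gene. On simulated data with 200 of 11355 genes changed, in 10 runs, this test recovered 36% of genes changed 2-fold and 76.8% of genes changed 4-fold, with 1.9% false calls, and made 0 calls with no change. The changed genes were drawn from the better expressed and had the same change in every line. The noise was normal and independent between genes, so these rates need not hold for the real libraries.

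The main comparisons and their tests, 33 gene lists and the alternatives were set before the data were examined, apart from the tests and alternatives that the closing parts name as chosen or added later. The paper's Table 1, drawn from these same libraries, had been seen by then. Lists that hold its genes are therefore not independent of the common genes. The lists cover heat shock genes and cytosolic chaperones, NRF2 targets, chaperones of the endoplasmic reticulum and the unfolded protein response, ATF4 targets, p53 targets, immediate early genes, dual specificity MAP kinase phosphatases, MAP kinases and MAP kinase kinases, ERK feedback targets, the GADD45 family, CDK inhibitors, genes of G1/S and DNA replication, genes of G2/M and mitosis, pro-apoptotic and anti-apoptotic genes, NF-kB targets, metallothioneins, proteasome subunits, autophagy genes, hypoxia and angiogenesis genes, glycolysis enzymes, cholesterol synthesis genes, estrogen receptor targets, genes of epithelial-mesenchymal transition and junctions, replication-dependent histones, small structured non-coding RNAs, mitochondrially encoded genes, ribosomal proteins, markers of each of the 3 lines, and fibroblast and blood cell markers. For each list the members past the limma threshold were counted, over all genes and adjusted over the list alone. In each line the median log2((FPKM + 1) ratio) was ranked among 10000 random lists of the same size matched on expression. Fisher's exact test (one-sided, scipy 1.17.1) compared each list with the common genes against the genes compared in all 3 lines, adjusted over the lists. Genes are not replicates, so the shuffles, random lists and Fisher tests describe these libraries only.

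Named genes follow a rule set before the data were examined: the 38 genes of Table 1 and the other genes the paper names, whose values in the paper had been seen, the 8 largest rises and falls per line among genes at an FPKM of at least 5, the 12 largest rises and falls over the lines among genes past the threshold with one direction in every line, and the 4 members of each list with the largest mean change. AEN, PPM1D, SNHG9, STARD3, MIEN1 and VIM were named after their values were seen. The alternatives were other FPKM minimums, other pseudocounts, rescaling of each library to the same sum (TPM) or by the median ratio, summing entries of one name, leaving out small RNAs, leaving cell line out of the model, limma without a trend, and each line left out in turn. Primers of the paper were placed on GRCh37 transcripts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. The cell viability, flow cytometry, qRT-PCR and Western blot data were not analyzed here, and the KEGG and GO collections were not available.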

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

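The tests on ERBB2, on the short RNAs as a class and on the NRF2 targets were chosen after the results were seen, and the count of other splits and the test on small RNAs over all 3 lines were set before.

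The libraries labelled SK-BR-3 held ERBB2 at about the level of the other lines, although the paper describes SK-BR-3 as HER2-positive. An exchange of labels within the series is argued against, since the highest ERBB2 value in any of the 6 libraries was 15.5 FPKM, in untreated MCF-7, and a failed estimate of ERBB2 alone is argued against by a median ratio of 1.14 to the mean of the other lines for its neighbors GRB7, STARD3, PGAP3 and MIEN1, although GRB7 by itself stood at 6.61 times. RNA of the MDA-MB-231 culture mixed into these libraries would bring all its transcripts at 1 share: vimentin (VIM), MSN and CAV1 stood at 52.0%, 51.1% and 48.0% of their untreated MDA-MB-231 levels, which goes with it, but CD44 stood at 0.9%, and 42.3% of 52 genes abundant in MDA-MB-231 and not in MCF-7 lay under 1/10 of the VIM share, which argues against it. The identity of the culture stays open, as no reference profile of SK-BR-3 was compared, levels are set side by side across lines whose values seem to have been estimated separately, and no biological explanation was tested. Counts without these libraries were 188 common genes and 92 genes over the remaining lines.

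RMRP, RN7SK and RN7SL1, which lack poly(A), stand in Table 1. A difference between libraries in the carry-over of RNA without poly(A) would move the other small RNAs and the histones too, and their median log2((FPKM + 1) ratio) was -0.29 in MCF-7, 0.359 in SK-BR-3 and 1.05 in MDA-MB-231. Since members of these classes went both ways (lower and upper quartiles of -1.18 and 1.16 in MCF-7, -0.28 and 1.17 in SK-BR-3, 0.38 and 1.55 in MDA-MB-231) and the RNAs of Table 1 were chosen for their change, carry-over cannot be told apart from other causes for any of them. Unstable FPKM of short RNAs is a candidate explanation that the values allow: the share of short RNAs over 2-fold was at least 6.7 times that of other genes in every line, with members higher and members lower (7 and 6 in MCF-7, 4 and 10 in SK-BR-3, 11 and 8 in MDA-MB-231), and the stress response itself stays open as a biological explanation that was not tested.

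NRF2 targets had a smaller median rise in MDA-MB-231 than in the other lines, and the difference between lines was not tested over replicates. A smaller response of all genes in MDA-MB-231 is argued against in part by the immediate early genes, whose median there was 1.29, against 0.96 in MCF-7 and 1.28 in SK-BR-3 (1.22, 0.97 and 1.31 with TPM, in the same order). That list holds 9 genes of Table 1, which were chosen for passing 2-fold in every line. Genes over 2-fold were fewest in MDA-MB-231 (995, against 1197 in MCF-7 and 1586 in SK-BR-3), so this argument is limited. Heat shock genes, ATF4 targets and p53 targets also had their lowest medians in MDA-MB-231 (0.68, 0.40 and 0.28), so a weaker response of stress genes other than the immediate early genes stays open. A higher untreated level of the targets in MDA-MB-231 may play a part: across 24 targets, Spearman's rank correlation of the untreated level with the rise, each relative to the other lines, was -0.63, below 99.5% of 2000 random lists (median -0.12). This is a hypothesis only, since the untreated library enters both sides of the correlation, genes are not independent, and the immediate early genes gave -0.74 without a smaller rise.

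PCNA-AS1, the antisense RNA of PCNA, had a log2 ratio of 1.47 in SK-BR-3 and -2.46 in MCF-7, and the difference was not tested. RN7SL1 had a log2 ratio of 1.32 in MDA-MB-231 and -1.23 in MCF-7, and that difference was not tested either. Over the 3 lines, 165 genes outside the 38 of Table 1 passed the test, and the paper does not report on them. Among them are genes of known function: the damage-inducible GADD45A rose by 1.39 and GADD45B by 1.80, the sulfiredoxin gene SRXN1 rose by 1.50, the stress transcription factor gene DDIT3 rose by 1.85, TOP2A had a mean change of -0.78 and CENPF of -0.82. Of the 10 splits of the 6 libraries into groups of 3, only 1, the real one, gave as many genes as the 201 called, and the highest other split gave 4. The 3 others that, like the real one, part the libraries of every line gave 0. Each of these swaps the libraries of 1 line, which puts a change shared by the lines into the residual. Their 0 calls would follow from such changes and do not measure how many calls arise without any. The other 6, the highest among them, keep both libraries of a line together and rest on the pair of 1 line. With 10 splits a share under 0.05 cannot be reached.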

How the results depend on the processing

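The alternatives added after the data were seen are the FPKM minimum of 5 with every entry kept, TPM for the same genes, the overlaps of 2 lines, the enrichment at an FPKM of at least 5 and the tests of single genes over the lines. Of 432 log2 ratios of named genes within a line, 409 to 431 kept their direction and their side of the 2-fold threshold under the pseudocounts of 0.1 and 1, both rescalings and summed entries, and none changed direction. Of 23 genes named over the lines, DUSP1 and DUSP2 aside, the same call was made for 23 after median ratio scaling, 17 after TPM, 19 with a pseudocount of 0.5, 9 with 0.1, 11 without a trend, 1 with no FPKM minimum and 1 without the cell line block, and all 19 still tested passed at an FPKM of at least 5. It was made for 20 without MCF-7, 12 without SK-BR-3 and 21 without MDA-MB-231. With a line left out, limma's variance leans mainly on other genes, so calls kept there are weak evidence. The counts per line depend on the FPKM minimum. Of the genes under 0.3 FPKM in both libraries of a line, 61.9% to 69.2% lay within 0.1 log2 units of the commonest ratio (1.01 to 1.04) or of 2-fold above or below it, the steps that few fragments give. This bears on counts with no minimum or one of 0.1, and the share of counting noise at higher FPKM was not tested. Enrichment gave 6 lists past the threshold, and 8 at an FPKM of at least 5.

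Genes over 2-fold in MCF-7 (1197), in SK-BR-3 (1586) and in MDA-MB-231 (995) and common genes (92) numbered 3473, 4013, 3306 and 475 with no FPKM minimum, 3169, 3706, 2984 and 406 at an FPKM of at least 0.1, 400, 705, 316 and 38 at 5, and 239, 425, 169 and 28 at 10. They were 574, 905, 456 and 34 with an FPKM of at least 1 in both libraries, 552, 895, 449 and 46 with a pseudocount of 1, and 408, 714, 324 and 38 at an FPKM of at least 5 with every entry kept. At an FPKM of at least 0.5 the count was 1565 in MDA-MB-231 and 148 for common genes, at 2 it was 762 in MCF-7, 621 in MDA-MB-231 and 58 for common genes, and with TPM it was 1550 in MDA-MB-231. There the minimum of 1, set on TPM, let 12806 genes in place of 11830 be compared, and with the same genes TPM gave 1173, 1561, 1022 and 81. With 1 line left out, 188 to 313 genes were common to the others. Fewer lines or genes compared account for part of these changes by construction, and otherwise the cause was not tested.

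Genes changed over the lines (201) numbered 60 with a pseudocount of 0.1, 171 with 0.5, 1 with no FPKM minimum, 236 at an FPKM of at least 5, 108 with TPM, 165 with median ratio scaling, 1 without the cell line block, 41 without a trend, and 92 to 443 with 1 line left out. Leaving the block out returns the differences between lines to the residual. The change of DUSP1 was 1.78 with no FPKM minimum (adjusted p = 0.42), without the block (1) and without a trend (0.0642), and that of DUSP2 was 3.23 with a pseudocount of 0.1 (adjusted p = 0.0514), and 2.76 with no FPKM minimum (0.42) and without the block (1). Over all other alternatives both kept an adjusted p under 0.05. For the remaining calls lost, the cause was not tested.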

Differences from the paper's values

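The paper gives 408 genes over 2-fold in MCF-7, 714 in SK-BR-3, 323 in MDA-MB-231 and 38 common genes, and the values here at an FPKM of at least 1 are 1197, 1586, 995 and 92. The paper's text states the 2-fold threshold and no FPKM minimum. Of the alternatives set before the data were examined, an FPKM of at least 5 (400, 705, 316 and 38), an FPKM of at least 1 in both libraries (574, 905, 456 and 34) and a pseudocount of 1 (552, 895, 449 and 46) came within 1.5 times of all 4 of the paper's counts, and an FPKM of at least 10 did so for the common genes (28). No FPKM minimum, an FPKM of at least 0.1, 0.5 or 2, a pseudocount of 0.1, TPM, median ratio scaling, summed entries and leaving out small RNAs did not. An FPKM of at least 5 with every entry of a name kept, chosen after seeing the values, gave 408, 714, 324 and 38 and drops 0 of the 38 genes of Table 1.

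Of the 107 log2 ratios that Table 1 gives as numbers, 106 lie within 0.01 of the values here, and all 7 entries given as infinite have an untreated FPKM of 0. The exception is UBC in MCF-7, where the paper's value is 2.53 and the value here is 2.34. None of the alternatives set before the data were examined (pseudocounts of 0.1 and 1, TPM, median ratio scaling and summed entries) reached the paper's value. A UBC entry with a lower mean FPKM, read after seeing the values, gives 2.53, from 90.3 to 522 FPKM, and keeps UBC among the common genes.

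By qRT-PCR the paper's change of DUSP1 in SK-BR-3 is about 4.6-fold in Fig. 5A, read by eye, against 7.38-fold by RNA-seq here, and that of DUSP2 in MDA-MB-231 is about 12-fold in Fig. 5A, read by eye, against 40.0-fold here. These are different assays. With a pseudocount of 1 the RNA-seq values were 6.47-fold and 15.8-fold, within 1.5 times of the paper's, while a pseudocount of 0.1, TPM, median ratio scaling and summed entries were not.

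In Fig. 4, the points drawn for SK-BR-3 lie at the RNA-seq ratios that Table 1 and the values here give for MDA-MB-231, and the points drawn for MDA-MB-231 at those of SK-BR-3. For PGF the values here are a log2 ratio of 3.83 in SK-BR-3 and 1.02 in MDA-MB-231. In Table 2, the number of genes stated differs from the number of genes listed for 11 of 23 terms. Each of these 11 terms lists both HSPA1A and HSPA1B, and no other term does. The paper does not say whether that pair was counted as a single gene.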

Other observations

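In other groups a minority of the members passed limma's threshold when adjusted over all genes, and those that passed were higher with shikonin. Of 23 ATF4 targets of the integrated stress response, 6 rose over the 3 lines and none fell (17 higher when adjusted over the list alone; 14 rose without MDA-MB-231 and 3 without limma's trend), with medians of 0.95 in MCF-7, 0.58 in SK-BR-3 and 0.40 in MDA-MB-231. DDIT3, the transcription factor CHOP, went from 20.5 to 152 FPKM in MCF-7, from 52.9 to 192 in SK-BR-3 and from 19.9 to 37.8 in MDA-MB-231 (adjusted p = 0.00843). Of 18 chaperones of the endoplasmic reticulum and genes of the unfolded protein response, DNAJB9 and HERPUD1 rose (2 higher when adjusted over the list alone, medians of 0.04, -0.16 and 0.23 in the same order of lines), each with a call that was lost without MCF-7 (adjusted p = 0.0943 and 0.0662) or SK-BR-3 (0.0677 and 0.0662), and the main chaperone HSPA5 had a mean change of 0.42 (adjusted p = 0.178). Of 25 autophagy genes 4 rose (4 when adjusted over the list alone): the receptor SQSTM1 by 1.20, GABARAPL1 by 1.32, and MAP1LC3B by 1.41 and MAP1LC3B2 by 1.26, paralogs that share reads. SQSTM1 did not pass without SK-BR-3 (adjusted p = 0.0771) or with TPM (0.0543). GABARAPL1 did not pass without SK-BR-3 (0.126) or MCF-7 (0.113), with TPM (0.118) or with median ratio scaling (0.0637). With a pseudocount of 0.1 or without a trend, 2 of the autophagy genes passed. Of 17 genes of hypoxia and angiogenesis, PGF and adrenomedullin (ADM) rose (8 higher when adjusted over the list alone). ADM did not pass without SK-BR-3 (adjusted p = 0.0531), and neither gene passed with a pseudocount of 0.1 (0.0727 for PGF and 0.0595 for ADM) or without a trend (0.0642 and 0.0988). Of 19 cholesterol synthesis genes, HMGCS1, HMGCR and MSMO1 rose (6 higher when adjusted over the list alone), by 0.96, 0.77 and 0.92, and none of these 3 passed without SK-BR-3 (adjusted p = 0.0799, 0.133 and 0.0799). HMGCR and MSMO1 did not pass without MCF-7 (0.0988 and 0.0622), nor HMGCR with TPM (0.0694). None of the list passed without a trend and 6 did without MDA-MB-231. Of 12 genes of epithelial-mesenchymal transition and junctions, SNAI1 rose by 2.68 (adjusted p = 0.00578, 2 higher when adjusted over the list alone), a call lost without a trend (0.0585). DDIT3 (0.0743) and both genes of the unfolded protein response (0.0743 for DNAJB9 and 0.109 for HERPUD1) were lost there too.

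Some groups differed between the lines, without a test of the difference, and the members compared were not the same in every line. In MCF-7 the estrogen receptor targets had a median of -0.49, below every random list, with ESR1 at 56.0 FPKM untreated and 26.2 treated and PGR at 17.3 and 7.89, while TFF1 was at 4052 and 4469. In SK-BR-3 the median of these targets was 0.48, and limma called 0 of the 13 tested (2 higher and 1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone). Mitochondrially encoded genes had medians of -0.19 in MCF-7, -0.32 in SK-BR-3 and -1.30 in MDA-MB-231, where COX1 went from 9694 to 3518 FPKM, and limma called 0 of 4 (0 higher and 2 lower at an unadjusted p under 0.05, 0 adjusted over the list alone). These medians cover 8 genes in MCF-7, 8 in SK-BR-3 and only 4 in MDA-MB-231, among them ND6, listed at 0 treated. They are therefore not medians of like sets. Replication-dependent histones had medians of -0.28, 0.19 and 1.05, and limma called 0 of 25 (2 higher and 1 lower at an unadjusted p under 0.05, 1 higher when adjusted over the list alone).

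Limma called 0 members of the remaining lists over the 3 lines. At an unadjusted p under 0.05 it gave 4 higher of 15 NF-kB targets, 1 higher of 4 metallothioneins, 5 higher of 31 proteasome subunits, 0 of 18 glycolysis enzymes, 12 higher and 2 lower of 64 ribosomal proteins, 0 of 3 MCF-7 markers, 0 of 5 SK-BR-3 markers, 1 higher of 8 MDA-MB-231 markers, 0 of 1 fibroblast marker and 1 higher of 1 blood cell marker. Adjusted over the list alone, 1 NF-kB target, 1 metallothionein and the blood cell marker CD68 were higher, and none of the others passed. CD68 stood at 94.1 FPKM in untreated MDA-MB-231 and 7.97 in SK-BR-3.

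Several genes were listed at 0 in a single library beside a high value in its partner: GNB1 at 0 untreated and 184 FPKM treated, MKI67 at 0 and 32.3 FPKM and SNHG9, a non-coding RNA, at 0 and 23.2 FPKM in SK-BR-3, and ND6 at 525 FPKM untreated and 0 treated and RPL3 at 416 and 0 in MDA-MB-231. No effect of shikonin is inferred from these values. Across 11355 genes the changes of MCF-7 and SK-BR-3 correlated with Pearson's r = 0.390, those of SK-BR-3 and MDA-MB-231 with r = 0.334 and those of MCF-7 and MDA-MB-231 with r = 0.258 (across genes, which are not independent). In the library labelled SK-BR-3, untreated, MSN was at 165 FPKM and ESR1 was listed at 0.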
